# Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle

**DOI:** 10.1186/s12958-015-0010-7

**Published:** 2015-03-08

**Authors:** Annie Girard, Isabelle Dufort, Gabriel Douville, Marc-André Sirard

**Keywords:** Dominant follicle, Gene expression, Atresia, Granulosa cells

## Abstract

**Background:**

The physiological state of the dominant follicle is important as it may be linked to the competence of the oocyte within. The objective of this study was to analyze, by transcriptomic analysis, the changes occurring in granulosa cells from dominant follicles at different phases of follicular growth.

**Methods:**

Granulosa cells were collected from slaughterhouse dairy cattle follicles with a diameter greater than 9 mm, and were classified at different phases of follicle growth based on flow cytometry profiles of DNA content after staining with propidium iodide. Three phases were identified based on the proportion of cells in -G1 (less than 2n DNA), G0-G1 (2n DNA) or S-M (more than 2n DNA) and follicles were thus allocated to the growing, plateau or atresia group. Between group analysis (BGA) showed clear segregation of the three groups, and the groups were contrasted against each other in a loop design to identify differently expressed genes. Ingenuity Pathway Analysis (IPA) was used to identify the functions and upstream regulators associated with the observed differently expressed genes.

**Results:**

Major differences were observed between the growth phases. Granulosa cells from follicles in the plateau phase had increased expression of *TYRO3* and downregulation of *JAM2* compared to growing follicles, supporting the idea of a shift from proliferation to differentiation. On the other hand, genes regulating the response to oxidative stress (*VNN1*) and angiogenesis (*ANGPT2*) were upregulated in granulosa cells from atretic follicles. While the predicted activated functions in cells at the plateau stage compared to cells at the growing stage included synthesis and transport of molecules, the predictions for atretic follicles relative to plateau ones included an increase in apoptosis and cell death.

**Conclusion:**

Consistent with previous studies, these observations allowed us to match the presence of specific gene transcripts to a particular physiological status and consequently to classify follicles. The results also demonstrated that the plateau phase is not a simple ‘in between’ status between growth and atresia, as several characteristics are unique to this stage.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12958-015-0010-7) contains supplementary material, which is available to authorized users.

## Background

Assisted reproductive technologies (ART) are an important part of reproduction management in humans and domestic animal species, as both have to cope with fertility problems. The dairy industry faces a decline in cows’ fertility, which brings additional costs to producers and lower profits [1]. Our understanding of the underlying causes of infertility is growing but many questions remain unanswered. As the ovarian follicle has a significant impact on oocyte quality [2] and the success of pregnancy, extensive research on follicular development is needed. The follicle is a dynamic structure and proceeds towards ovulation or atresia. Although we know some of the reasons why growth continues or stops, several key elements of the process remain unknown.

In the cow, the reserve of primordial follicles is estimated at 130,000 at birth [3]. However, most of them never reach ovulation: more than 99% will undergo atresia [4]. Ovarian follicles will take several months [5] to go from the primordial stage, which consist of an immature oocyte covered by a single layer of granulosa cells, to the antral stage, when the fluid-filled antrum forms. While activation of primordial follicles’ growth is a continuous process [6], recruitment of antral follicle cohorts follows a cyclical pattern. Cohorts are recruited in a wave-like manner in response to an increase in FSH levels [7] following either ovulation or regression of a dominant follicle. In cows, the number of follicles recruited in a wave varies between 2 and 50 [8] but can be increased by an artificial exaggeration of the FSH surge [9]. Selection of the dominant follicle occurs roughly 2.5 days after the FSH rise, at a diameter of approximately 8.5 millimetres [10]. FSH levels then drop and subordinate follicles slow their growth and undergo atresia, while the dominant follicle enters a phase of LH-dependent growth. It then reaches a plateau phase of non-exponential growth [11] with fewer cell divisions and a slower diameter increase. The presence of progesterone will determine the fate of this follicle: if this hormone is absent, the follicle will proceed to ovulation but if the progesterone level is high, the follicle will enter atresia [12]. Following the preovulatory LH surge and ovulation, the follicle undergoes drastic changes to become a highly vascular structure, the corpus luteum [13].

It is known that the developmental competence of the oocyte changes during the different phases of follicle development [14,15]. Although one would think that atresia is detrimental to the oocyte competence, a previous study has shown that bovine oocytes acquire competence late in folliculogenesis, during early atresia [16]. The same study suggested that early atresia could mimic some aspects of the pre-ovulatory environment, increasing the competence of the oocyte. The plateau phase result in oocytes with a high competence to reach the blastocyste stage [17], while the large growing healthy follicles have inferior developmental competence [18]. Given the impact of follicular status on oocyte competence, new tools to classify the follicles and identify the most physiologically mature ones are highly valuable.

Because different growing phases are associated with the expression of different genes, transcriptomic analysis of follicles can provide markers to determine their physiological status. Previous study on the transcriptomic profiles of granulosa cells revealed several genes linked to follicular development before establishment of dominance, and provided tools to classify medium-sized (6-9 mm) follicles in different growing phases [19].

The main objective of this study was to examine the transcriptomic profiles of dominant bovine follicles’ granulosa cells using microarrays to assess gene pathways associated with the three stages of follicular growth identified by flow cytometry (growing (G), plateau (P) and atretic (A) [20]), and secondary to suggest potential biomarkers for those stages.

## Methods

### Granulosa cell collection

Slaughterhouse ovaries from Holstein dairy cattle were kept on ice during transport and throughout the collection procedure in order to maintain RNA integrity. Reproductive status and estrous cycle stage of the animals are unknown. However, since the follicular waves still take place when a corpus luteum is present and progesterone levels are high, such as during the pregnancy or during the diestrus, this information is not essential for the purpose of the project. The growth and the plateau phases are present in dominant follicles whether progesterone is high or not; the only major difference is that in low progesterone environment, the follicle will become pre-ovulatory and may reach ovulation. Folliculogenesis is similar between pregnant and non-pregnant cows [21], with the only differences appearing around 3 days prior to ovulation [22] and being attributed to the selective growth and ovulation of the pre-ovulatory follicle in non-pregnant animals. In cattle, sizes reached by non-ovulatory dominant follicles are similar to those reached by ovulatory follicles one day before ovulation [21], and follicles from the first and second wave have an equivalent response to superovulation, including similar numbers of collected embryos [23]. Atretic dominant follicles most likely come from animals with high progesterone levels. Otherwise, the follicles would have reached the pre-ovulatory stage instead of progressing toward atresia.

Collection of the mural granulosa cell layer from individual follicles was performed by scraping and measures were taken to avoid contamination between samples, following the protocol of Douville et al. [14,19]. Briefly, the follicle diameter was measured with a ruler at the ovary surface. As follicular dominance in dairy cows is established at approximately 8.5 mm in diameter, only follicles >9 mm were selected. A portion of the follicular fluid was aspirated with a syringe and an 18-gauge needle in order to facilitate scraping. The hole made by the needle was widened by cutting out a triangular piece of ovarian epithelium using dissecting scissors. A small, round weighing spatula was then inserted through the hole and used to scrape the follicular walls gently to avoid collecting theca cells or blood contamination.

Granulosa cells from the 27 collected follicles were transferred to individual 1.5-ml centrifuge tubes containing 500 μl PBS solution without Ca^2+^ and Mg^2+^ (pH of 7.1 recipe (g/L): 0.2 KCL, 0.2 KH_2_PO_4_ , 8.0 NaCl, 1.14 Na_2_HPO_4_, 1.0 D-glucose (dextrose), 0.11 pyruvate (pyruvic acid)) passed through 0.22 μm filter and containing 125 mg/L EDTA (PBSE) [20]. The samples were vortexed gently (half speed for 5 seconds) and centrifuged at 600 × g for 30 seconds at 4°C. The supernatants were discarded to remove cellular debris or blood in the sample leaving approximately 10 μl in order to not disturb the pellets. Immediately after supernatant removal, the pellets were re-suspended by gentle vortexing in 50 μl of the same cold PBSE solution described above. 25 μl of each of the 50 μl suspensions were transferred to new 750 μl tubes on ice for propidium iodide (PI) staining and flow cytometry analysis. The remaining 25 μl was frozen for RNA extraction.

### Flow cytometry

The following procedures were done according to a previously published protocol [19]. Briefly, 250 μl of PBSE were added to the 25 μl suspension assigned to cytometry. Cold 95% EtOH was slowly added to the cell suspensions while vortexing at half-speed, to attain a final concentration of 70%. To permeabilize cell membranes, these suspensions were kept at 4°C for a minimum of 16 h. This allowed the DNA fragments resulting from apoptosis to exit the cells resulting in a lower DNA content detectable by flow cytometry [20,24]. All solutions were kept cold to avoid cell lysis. After centrifugation and removal of the alcohol containing DNA fragments, the samples were re-suspended in 500 μl of PI solution (50 μg/ml; Sigma-Aldrich Canada Ltd., Oakville, ON) in PBSE containing 0.1% Triton X-100 (Sigma-Aldrich Canada Ltd.), and RNase A (50 μg/ml, Sigma-Aldrich Canada Ltd.) [25]. The subsequent incubation period of 30 min at room temperature allowed the elimination of RNA by the RNase. The DNA was left as stained material within the cells.

Flow cytometry to analyze the DNA content of PI-stained cells was performed with a Beckman-Coulter EPICS XL (Mississauga, ON) equipped with a 488 nm laser. Forward light scatter (FSC) is an indicator of relative particle size and side light scatter is an indicator of granularity. Both were used to gate out debris during the acquisition process. Peak versus integrated fluorescence was used to gate out doublets which are two cells stuck together. Integrated fluorescence indicates the time a particle took to pass through the laser for a given event with two cells stuck together taking longer. Once the gates had been applied, 10,000 events were acquired.

The fluorescence histograms resulting from flow cytometry were modeled using the FlowJo software. The model provided the proportion of total events at the sub-G1 phase (G1-), corresponding to cells with less than 2n DNA content; at the G1 phase, corresponding to cells containing 2n of DNA; at the S phase, corresponding to cells that are duplicating their DNA material; and at the G2 phase, corresponding to cells having completely duplicated their genetic material to 4n.

The FlowJo software had its limitations as the model it applied used approximations and numbers were rounded. Consequently, the sum of the proportion of cells at each phase did not add up to exactly 100%, but varied between 92.83% and 110.54% for the samples collected in this experiment. The proportions were normalized by dividing the proportion of cells at a given phase by the sum of all proportions, and multiplying the result by 100.

To categorize the samples obtained from follicles >9 mm into groups representing physiological status, they were first ranked in decreasing order using the following formula:

$$ G2+S+G1-\left(G1-\right)=x $$

We collected 27 samples from 27 individual follicles greater than 9 mm in diameter. Two samples were excluded because of a low RNA integrity number (RIN). The remaining samples were separated in three groups based on the ***x*** value obtained with the formula above: seven samples with the highest ***x*** value were categorized as the “growing” (G) group; seven samples with the lowest ***x*** values were categorized as the “atretic” (A) group; and seven samples with intermediate ***x*** values (few mitosis and limited atresia) were categorized as the “plateau” (P) group. The four samples remaining which were at the boundaries between groups were not included in the rest of the analysis.

### RNA extraction and amplification

Total RNA extraction was performed using the *PicoPure RNA* Isolation kit, (Life Technologies Inc., Burlington, ON) under an RNase-free environment and including a DNase digestion (Qiagen, Toronto, ON) step. RNA quality and concentration were verified with a 2100 Bioanalyzer (Agilent, Santa Clara, CA), using RNA 6000 Nano reagents (Agilent). All hybridized samples had a RIN between 7.0 and 9.3. Using 5 ng of extracted total RNA as starting material, linear amplification of the mRNA fraction was performed using the RiboAmp HS^Plus^ RNA Amplification Kit (Life Technologies Inc., Burlington, ON) which relies on T7 RNA polymerase *in vitro* transcription (IVT) to yield antisense RNA (aRNA).

### Hybridization

Four aRNA samples (out of seven) from each condition were labelled with either Cy3 or Cy5 dyes using the ULS Fluorescent Labelling Kit for Agilent arrays (Kreatech Inc., Durham, NC). The labelled samples (825 ng) were prepared for hybridization using a Gene Expression Hybridization Kit (Agilent) step during which the Agilent spike was incorporated. The prepared samples were then hybridized onto Agilent-manufactured EmbryoGENE bovine microarray slides [26] in a loop design: growing against plateau (G vs P), plateau against atresia (P vs A) and growing against atresia (G vs A). The four selected granulosa samples originating from individual follicles in each category were hybridized individually against the four selected samples of the other categories, resulting in four biological replicates for each condition. For each contrast, a second slide was hybridized, inversing the color assigned to each condition, in order to produce a dye-swap, technical replicate. Hybridization was performed using Agilent hybridization chambers, in a rotating oven at 65°C for 17 h. This step was followed by a three minutes wash with GE Wash Buffer 1 (Agilent) at room temperature, a three minutes wash with GE Wash Buffer 2 (Agilent) at 42°C, a ten seconds wash with acetonitrile at room temperature and a 30 seconds wash with the Stabilization and Drying Solution at room temperature. The microarray slides were read by the Tecan’s PowerScanner with the Autogain procedure on each individual array. Images were then processed with Array-Pro Analyzer 6.4 (Media Cybernetics, Rockville, MD) to map each spot and to manually exclude spots obstructed by debris such as dust particles.

### Microarray statistical snalysis

Expression data was analyzed using the FlexArray software version 1.6.1 [27], which is based on the limma Bioconductor package [28]. Background subtraction was followed by loess within-array and quantile between-arrays normalization. The expression data was then fit to a linear model to estimate fold-changes and an empirical Bayes procedure was used to produce associated p-values.

### Analysis of differentially expressed genes

Genes to be investigated were selected based on a symmetrical raw fold change of 1.5 and a p-value < 0.05. The contrasts were set up in the following way: G vs P, P vs A and G vs A, where a positive fold change indicated upregulation in the second item of the contrast.

A between group analysis (BGA) [29] using R software [30] was performed in order to make a preliminary assessment of the efficiency of flow cytometry to separate the GC samples in relation to their follicular origin.

### Quantitative real-time PCR (qRT-PCR)

Gene expression profiles were validated using qRT-PCR. All the samples selected for each stage were used, resulting in seven biological replicates per category. Therefore, for each category, qRT-PCR validation was performed on the four samples selected for hybridization and on the other three samples best characterizing the given growth phase, as determined by flow cytometry.

Quantitative RT-PCR was performed on non-amplified material from all seven samples per group. Total extracted RNA was reverse transcribed with oligo-dT primers and the qScript Flex cDNA Synthesis Kit (Quanta Biosciences, Gaithersburg, MD). Primers specific to the targeted transcript were designed using PrimerQuest (Integrated DNA technologies, Coralville, IA). The qRT-PCR analysis was performed using the LightCycler 480 SYBR Green I Master and the LightCycler 480 System (Roche, Laval, Qc, Cdn). PCR products were purified with the QIAquick®PCR Purification Kit, and diluted from 1 × 10^−4^ ng to 1 × 10^−8^ ng to calculate a five-point standard curve in order to quantify the reaction output. Data normalization was performed based on geNORM normalization [31] using two reference genes that are well suited for dominant follicles: eukaryotic translation initiation factor 2B, subunit 2 beta (*EIF2B2*) and splicing factor 3a, subunit 1 (*SF3A1*) [32]. Purified PCR products were sequenced to confirm specificity. Primer sequences, product sizes, annealing temperatures, and accession numbers are available in Additional file 1: Table S1.

### qRT-PCR statistical analysis

GraphPad Prism 5.02 (GraphPad Software Inc., San Diego, CA) was used to perform statistical analysis on qRT-PCR data. One-tailed t tests were performed to assess the differences between the samples of each contrast. A parametric one-way analysis of variance (ANOVA) was performed with a Newman-Keuls post–hoc test at a significance level alpha = 0.05. A post-test for linear trend and a Bartlett’s test for equal variance were also performed for each set of data. When variances differed significantly (p-value < 0.05) within a set, the data were transformed using the equation Y = log (y * 1e^12^) to obtain more homogenous variance. A large multiplication factor was used to obtain values greater than one, as the logarithm of numbers between 0 and 1 would give a negative result.

### Ingenuity Pathway Analysis

The Ingenuity Pathway Analysis (IPA) software was used to further identify functional attributes of the differentially expressed transcripts and to uncover the interactions between the differentially expressed genes within the dataset and with other molecules in the IPA database. The limma data for all 38,732 probes on the EmbryoGENE bovine array targeting a transcript for each contrast (G vs P, P vs A and G vs A) were uploaded as individual dataset into the IPA software. A “core analysis” was performed separately for each contrast using default parameters. The cut-off values were set at 1.5 and 0.05 for the fold change and p-value respectively.

The *Functions* results of the IPA core analysis not only allowed transcripts to be grouped under particular functional annotations, but were also used to determine which functions were likely increased or decreased by integrating the direction of the fold change of a particular molecule and its documented impact on that function in the literature. IPA calculates a z-score for each functional category where a positive z-score predicts that the biological process is trending towards an increase, and a negative z-score corresponds to a decreasing trend. Z-scores ≥ 2 or ≤ −2 indicates that the function’s trend is statistically significant. The p-value, calculated by Fisher’s Exact Test, measures the likelihood that the genes in a dataset could be randomly associated to a given function.

The *Upstream analysis* section of the core analysis was used to determine which upstream regulators were likely activated or inhibited in each contrast. The *My Pathway* tool was used to construct gene interaction networks in a schematic form.

## Results

### Follicular size

The mean follicular size was not different between the three groups (ANOVA p–value = 0.845). The means and standard deviations for the growing, plateau and atretic groups were 14.9 ± 3.8 mm, 15.4 ± 4.8 and 14.1 ± 3.8 mm, respectively.

### Microarray

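For the G vs P contrast, the granulosa cells of 4 growing and 4 plateau follicles were compared on EmbryoGENE bovine arrays, which read 2 dyes on the same spots. The RNA of each growing follicle was hybridized against that of 1 plateau follicle, and each follicle pair was read on 2 arrays with the dyes exchanged, so that 8 arrays on 2 slides hold 4 follicle pairs. The pairs are numbered 1 to 4 by their position on the slides. Arrays at the same position had log2 ratios that correlated across genes at r = 0.74 to 0.88, against r = -0.46 to 0.06 for arrays at different positions; genes are not independent replicates. Each array holds 43794 probes that are not control spots, of which 21790 have a gene symbol in the array's annotation and 22004 are unnamed. The deposited files give the uncorrected median intensity of each spot and of its local background, from which the authors had excluded 12 to 30 spots per array by hand. Median spot intensities were 288 to 438 in Cy3 and 187 to 287 in Cy5, over median local backgrounds of 22 to 28 and 40 to 57. Between 59.5% and 79.1% of the probes in Cy3, and between 56.6% and 66.3% in Cy5, lay above the mean + 2 SD of the 757 negative and dark spots of their array. Here the intensities were corrected with normexp (offset 50), normalized by loess within arrays and by quantiles between arrays, and expressed as log2 ratios that are positive where a transcript was higher in the plateau phase, which is also the direction of the study's contrast. The 2 arrays of a pair were averaged, and the 4 averages were tested against 0 with limma's empirical Bayes procedure, with Benjamini-Hochberg adjustment over all probes. For probes with a mean log2 intensity of at least 8, the median SD among the 4 pairs was 0.43, and the median difference between the dye-swap arrays of a pair, divided by 2, was 0.14. The small number of pairs limits the precision of every value.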

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [33] and are accessible through GEO Series accession numbers GSE63904, GSE63918 and GSE63919. Between group analysis demonstrated that the samples were segregated into three distinct groups (Figure 1). 

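Some transcripts of the granulosa cells varied widely among follicles of the same stage. VNN1, a pantetheinase that acts on the response to oxidative injury, had a log2 level of 10.5 ± 3.72 (SD, n = 4) in growing follicles and 12.2 ± 2.73 (SD, n = 4) in plateau follicles. INHA, which encodes the inhibin alpha subunit, had 15.5 ± 0.92 (SD, n = 4) and 14.0 ± 2.34 (SD, n = 4), and FN1, which encodes fibronectin, 10.7 ± 1.96 (SD, n = 4) and 12.1 ± 2.67 (SD, n = 4). These 3 genes were chosen after their values were seen. Over 43710 probes with a mean log2 intensity of at least 7, 9.39% of the variance among the 8 follicle profiles lay between the growing and the plateau stage. In all, 29 of the 35 ways to split the 8 follicles into groups of 4 gave a share as large (exact permutation test, one-sided, p = 0.83), the median share of the splits was 14.5%, and the highest of any other split was 31.7%. With 6 follicles the share that splits give by chance is higher: it was 20.3% without pair 1 and 16.5% without pair 2, where the median splits gave 18.2% and 19.4%. In the Cy3 channel alone, which the between group analysis used, the share was 11.1% (exact permutation test, one-sided, p = 0.714). In that channel all growing follicles were read on the first slide and all plateau follicles on the second, so stage and slide cannot be told apart. Follicle profiles were also compared as deviations from the mean of the 8 follicles, over probes with a mean log2 intensity of at least 9. The deviations of the growing follicles of pairs 3 and 4 were most alike (r = 0.67 across genes). Those of the growing follicle of pair 1 were nearest to those of the plateau follicle of pair 2 (r = 0.65 across genes). Genes are not independent replicates. The atretic follicles and the arrays of the other contrasts, which entered the paper's analysis, were not part of these values.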

The position of the plateau group between the two other groups on the horizontal axis but above them on the vertical axis indicated that this phase has its own characteristics and is more than a simple intermediate stage between two physiological states.

**Figure 1:**
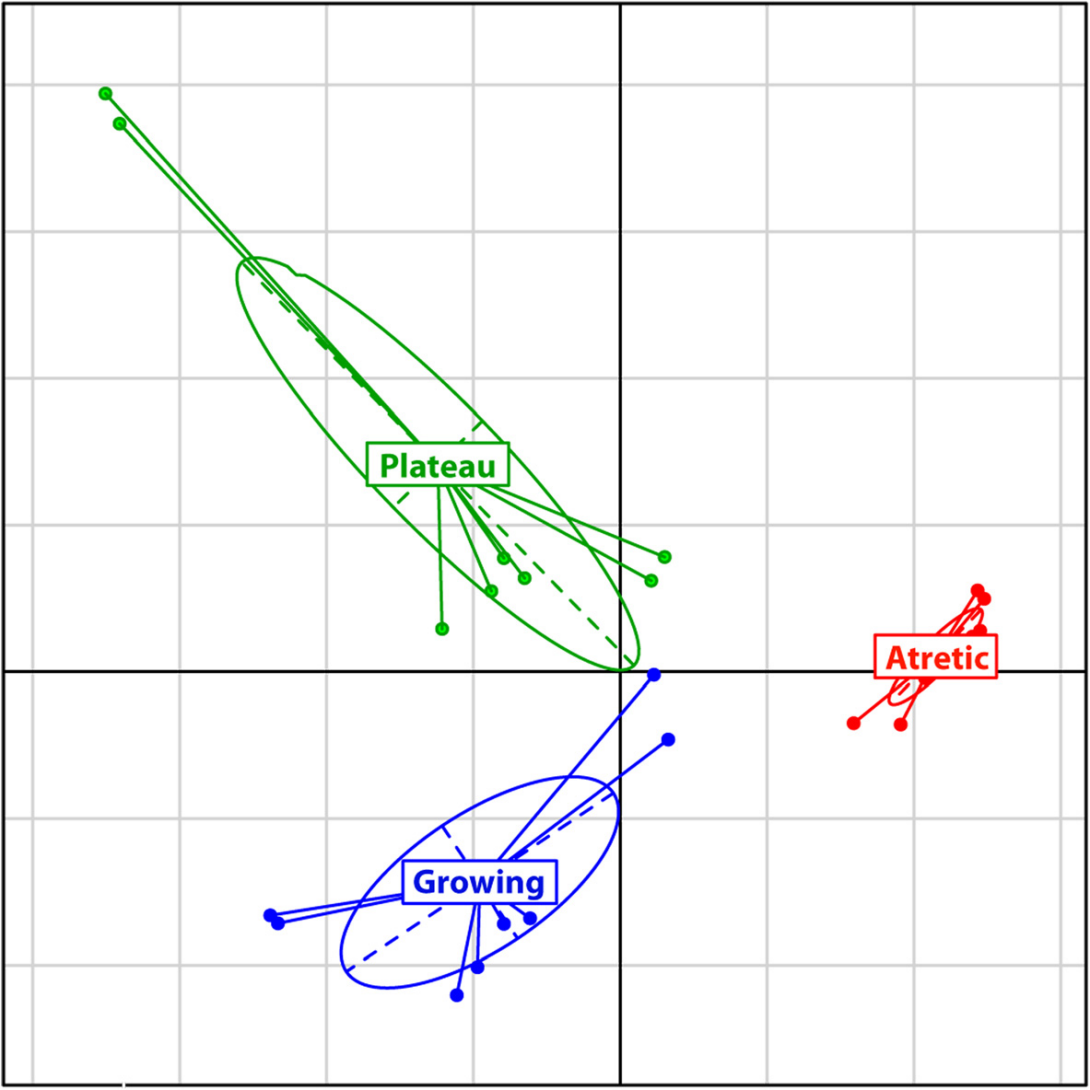
**Between group analysis (BGA).** The analysis was performed with all probes’ data in the green colour, using R software to show the three growth stages: Growing (blue), Plateau (green) and Atretic (red). Given the loop design of the experiment, 2 sets of data were available for each array, for a total of 8 data sets per growth stage.

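Granulosa cells of plateau follicles had more STAR transcript, which encodes the protein that brings cholesterol into mitochondria for steroid synthesis, with a log2 ratio to growing follicles of 2.13 ± 1.70 (SD, n = 4 pairs). TYRO3, a receptor tyrosine kinase, had 1.77 ± 0.88 (SD, n = 4) and BMP4, a growth factor of the TGF-beta family, 1.43 ± 0.46 (SD, n = 4). The metallothioneins MT1A and MT1E, which bind metal ions, had -1.82 ± 0.97 (SD, n = 4) and -1.07 ± 0.96 (SD, n = 4), and the glutathione transferase GSTA1 had -1.65 ± 1.46 (SD, n = 4). These genes met the study's criterion of a 1.5-fold change, an unadjusted p under 0.05 and a mean log2 intensity of at least 7, as did 297 probes in all, 131 higher and 166 lower in plateau follicles, on 157 gene symbols by the probe of highest intensity. None of the 43794 probes passed an adjusted p of 0.05 with limma (lowest adjusted p = 0.9999), and 1152 probes, or 2.63%, had an unadjusted p under 0.05, where 5% are expected with no effect. Of the 297 probes, 241 went the same way in all 4 pairs. Among the 12 genes of each direction with the largest changes at the criterion, PMP22, a membrane protein of myelin, had 1.57 ± 1.34 (SD, n = 4), CTPS1, which makes CTP, 1.00 ± 0.83 (SD, n = 4), and WDR43, a factor of ribosome assembly, 0.97 ± 0.62 (SD, n = 4). CNKSR3 had 1.09 ± 0.20 (SD, n = 4), although 1 of its 3 other probes went the opposite way, and TNKS1BP1 had 1.25 ± 0.74 (SD, n = 4). FCGR3A, an Fc receptor of leukocytes that lay above background on 4 of 8 arrays of growing follicles, had 1.23 ± 1.09 (SD, n = 4), ADAMDEC1, a metalloprotease of macrophages, 1.22 ± 0.71 (SD, n = 4), and SEMA4A, above background on 3 of 8 growing arrays, 0.99 ± 0.91 (SD, n = 4). Of 18 other leukocyte markers, 14 were higher in plateau follicles (mean 0.31, adjusted p = 0.0113 from camera with a preset correlation, adjusted p = 0.867 with an estimated correlation). Lower were the lipid enzyme GPAT3 at -1.61 ± 1.10 (SD, n = 4), with 1 of 2 other probes opposite, NUDT11 at -1.42 ± 1.32 (SD, n = 4), KRT2 at -1.11 ± 0.84 (SD, n = 4), above background on 2 of 8 plateau arrays, and the cyclin CCNG1 at -0.99 ± 0.27 (SD, n = 4). Also lower were the ribosomal protein genes RPLP2 at -1.02 ± 0.60 (SD, n = 4), MRPL57 at -0.98 ± 0.82 (SD, n = 4), and POLR1H, a subunit of RNA polymerase I, at -1.06 ± 0.90 (SD, n = 4), the last with 1 of 2 other probes opposite. The vesicle transport genes TRAPPC5 and RABAC1 had -1.06 ± 0.94 (SD, n = 4) and -0.66 ± 0.75 (SD, n = 4). RABAC1 and SIK2 entered by probes at -1.03 and 1.02, while their probes of highest intensity did not meet the criterion (0.15 ± 0.26, SD, n = 4, for SIK2). The count was 714 with the 8 arrays taken as independent and 673 with the follicle pair as a random block and a dye term. It was 1538 without pair 1 and 807 without pair 2.

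**Figure D1:**
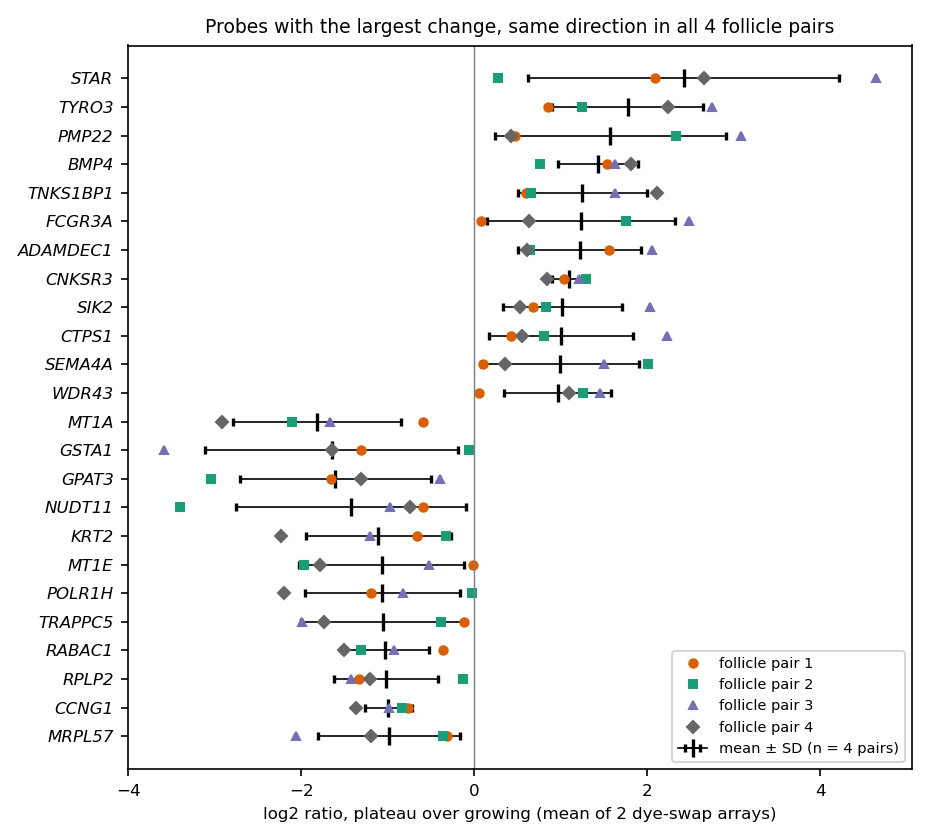
Log2 ratio of plateau over growing follicles (horizontal axis) for the 12 genes with the largest increase and the 12 with the largest decrease at the study's criterion (vertical axis). Only probes with a gene symbol were ranked, each gene by its probe with the largest change. Symbols are the 4 follicle pairs, each the mean of 2 dye-swap arrays, and bars show the mean ± SD over the pairs. STAR, SIK2 and RABAC1 are drawn by the probe that was ranked. The probes were chosen to lie on the same side of 0 in all 4 pairs. CNKSR3 and CCNG1 have the narrowest spread.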

A cut-off at a symmetrical fold change of 1.5 and at a p-value of 0.05 was used after normalisation and resulted in 761 differentially expressed genes (DEG) between the growing and the plateau phase, of which 468 were specific to that transition. Between the plateau and the atretic phase, 1,709 genes were differentially expressed with 1,556 of them being specific to that transition. There were 153 genes modified in both contrasts, but only 14 of them underwent continuous change between the three states (Figure 2).

**Figure 2:**
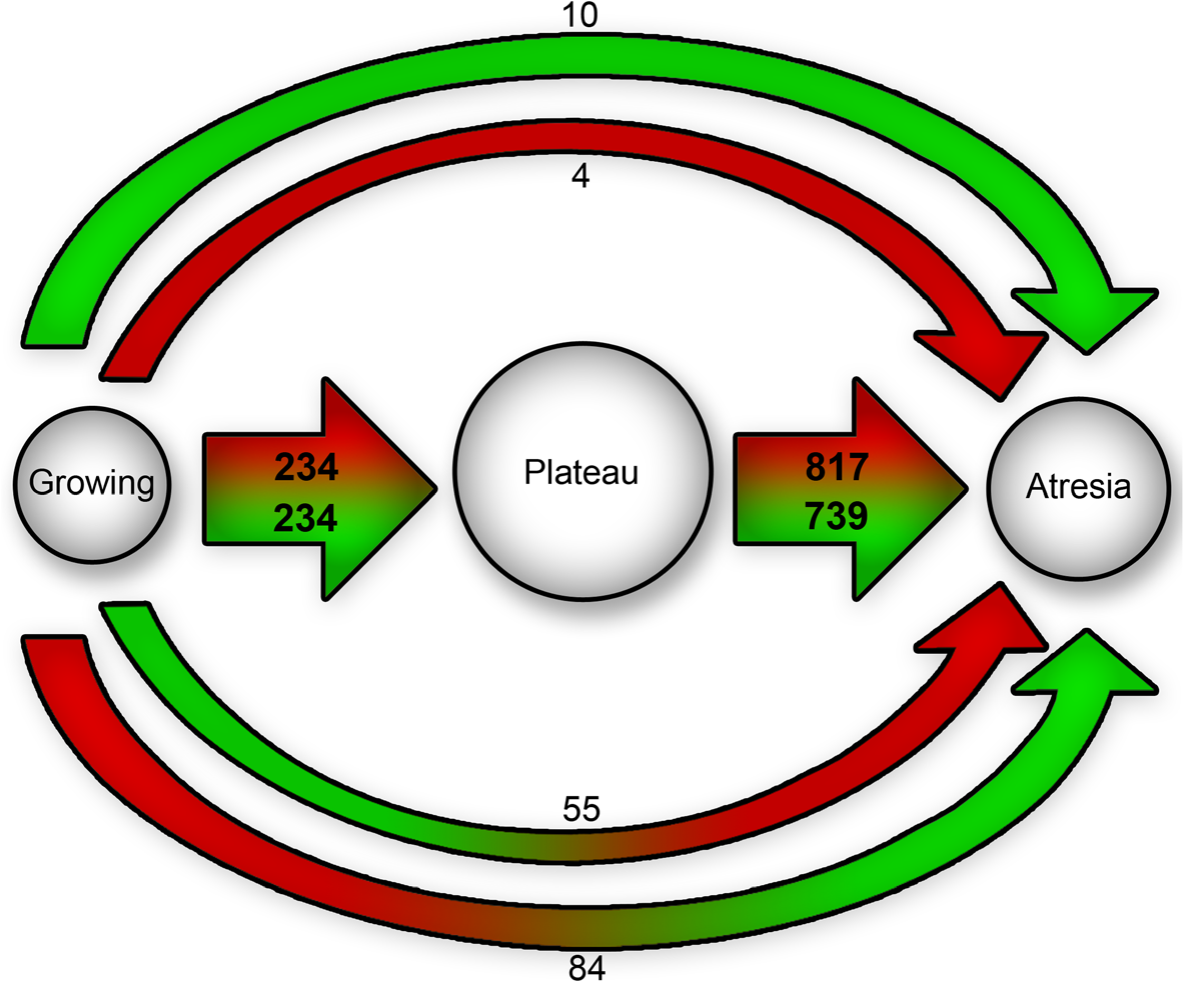
**Number of differently expressed genes (DEGs).** Diagram of the number of genes modulated between the growth stages, where a different expression was defined as a symmetrical fold change of more than 1.5, a minimal intensity of 7 and a p-value < 0.05. Red represents upregulated genes while green represents downregulated ones. The arrows at the top of the figure illustrate the genes that are regulated in the same way during all the transitions; the ones in the middle represent the genes that are upregulated (red part of the arrow) or down regulated (green part) only during one specific transition; the arrows at the bottom represent the genes that undergo a dramatic shift in their regulation (from downregulation to upregulation, or vice versa). The numbers accompanying the arrows show the number of genes in each category.

### qRT-PCR

The 25 genes selected for quantification by qRT-PCR were: *ACE2, ANGPT2, ANK3, ANKRD1, APOA1, BMP4, BUB1, CCNB1, CD36, CKS2, JAM2, MT2A, NMB, NR4A1, NRP1, PRC1, PTTG1, RARRES1, RELN, SERPINE1, STAR, TRIB2, TUBB6, TYRO3* and *VNN1* (see Additional file 2: Table S2 for full names). The gene *CYP17A1*, which is not expressed in granulosa cells, was also quantified to assess the potential contamination with theca cells. The expression level of this gene was similar in most samples, except for one of the atretic phase samples (A2) where it was higher, suggesting a considerable contamination with theca cells. The variance between the atretic samples was initially significantly different (p-value < 0.0001) for the expression level of *CYP17A1* but with the exclusion of sample A2, the Bartlett’s test for equal variance was not significant (p-value = 0.5323), showing an improved variance homogeneity. Thus, sample A2 was removed from the analysis.

The expression level of aromatase (*CYP19A1*) was also quantified to assess the steroidogenic activity of the granulosa cells. The mean expression level and variance was not different at any of the physiological stages (p-value > 0.1). The homogenous expression level of aromatase suggested that all the samples originated from non pre-ovulatory follicles [34]. This homogenous expression of CYP19A1 goes against previous studies, that instead observed a decrease in atretic follicles [35]. On the other hand, a sharp decrease in aromatase was also observed in subordinate follicles when compared to dominant ones [36], and aromatase activity in dominant atretic follicles do not decrease as fast as the concentration of estradiol in follicular fluid [37,38]. Taken together, these results suggest that dominant follicles may not behave in the same way as subordinate ones, and that aromatase activity may not change rapidly enough to give significant differences that would better reflect the changes observed in estradiol concentrations. More studies would be needed to clarify that point.

The selected genes were quantified in the four hybridized samples and two or three additional samples for each stage, and the results were compared to the differences observed with microarray analysis. One-tailed T tests revealed that among the 25 selected genes, three (*ACE2*, *NRP1* and *TRIB2*) had an expression level that was similar (p-value > 0.1) for all stages. For the G vs P contrast, three genes (*JAM2*, *TYRO3* and *VNN1*) had expression levels that were significantly different (p-value < 0.05) between the two stages, while the expression level of seven genes (*APOA1*, *RARRES1*, *STAR*, *BMP4*, *NR4A1*, *SERPINE* and *MT2A*) tended to be different (p-value < 0.1). For the P vs A contrast, nine genes (*ANGPT2*, *CCNB1*, *CD36*, *JAM2*, *PRC1*, *TYRO3*, *VNN1*, *PTTG1* and *BUB1*) had expression levels that were significantly different (p-value < 0.05) and four genes (*CKS2*, *TUBB6*, *NMB* and *BMP4*) had expression levels that tended to be different (p-value < 0.1). For the last contrast, G vs A, ten genes (*ANGPT2*, *ANK3*, *CCNB1*, *CD36*, *CKS2*, *PRC1*, *VNN1*, *PTTG1*, *TUBB6* and *BUB1*) had significantly different expression levels (p-value < 0.05) and three genes (*NMB*, *RARRES1*, *MT2A*) tended to have different (p-value < 0.01) expression profiles. Three genes (*ANGPT2*, *CD36* and *VNN1*) had an expression pattern that increased across the stages in a linear way (p-value < 0.05) and four genes (*CCNB1*, *PRC1*, *PTTG1* and *BUB1*) had an expression pattern that decreased in a linear way (p-value < 0.05). The expression level of the gene *RELN* was undetectable in four out of seven samples of the growing stage, while it was present in all the other samples. Transcripts for *ANKRD1* were found in five out of seven samples at the growing stage, in six out of seven at the plateau stage and in five out of six samples at the atretic stage. 

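On the arrays, the metallothionein MT2A, like MT1A, tended to be lower in plateau follicles, with a log2 ratio of -2.15 ± 2.32 (SD, n = 4 pairs). The nuclear receptor NR4A1 had 1.61 ± 2.20 (SD, n = 4), RARRES1, a gene that responds to retinoic acid, 1.66 ± 1.61 (SD, n = 4), and APOA1, an apolipoprotein, 1.21 ± 1.87 (SD, n = 4), each higher in 3 of 4 pairs. RELN, above background on 4 of 8 arrays of growing follicles and 6 of 8 of plateau follicles, had 1.52 ± 1.95 (SD, n = 4), and ANKRD1, above background on 7 of 8 arrays in each stage, had 1.89 ± 2.99 (SD, n = 4). RELN and ANKRD1 were highest in pair 3, where their ratios were 4.11 and 6.29. TRIB2 had -0.88 ± 3.81 (SD, n = 4), higher in 3 of 4 pairs and at -6.58 in pair 3. NMB, the gene for neuromedin B, had -0.96 ± 2.97 (SD, n = 4), and the VEGF co-receptor NRP1 0.11 ± 3.28 (SD, n = 4), with 1 of its 2 other probes opposite. Of the 25 genes selected for qRT-PCR, 23 could be named on the array, and 3 of these, STAR, TYRO3 and BMP4, met the study's criterion. None passed an adjusted p of 0.05 in limma. By qRT-PCR the paper reports a difference or a tendency between growing and plateau follicles for only some of the 25. The paper selected genes to investigate by fold change and p-value on its arrays, and it states no further rule for these 25. The hybridized follicles are also among those it measured by qRT-PCR, so the array values are not independent evidence of a direction.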

All the differences cited above were in accordance with the microarray profiles, but the levels of significance observed in the microarrays were not confirmed in the qRT-qPCR data due to the difference of power between the two methods with four and seven samples (Figure 3, Additional file 3: Figure S1 and Additional file 4: Figure S2).

**Figure 3:**
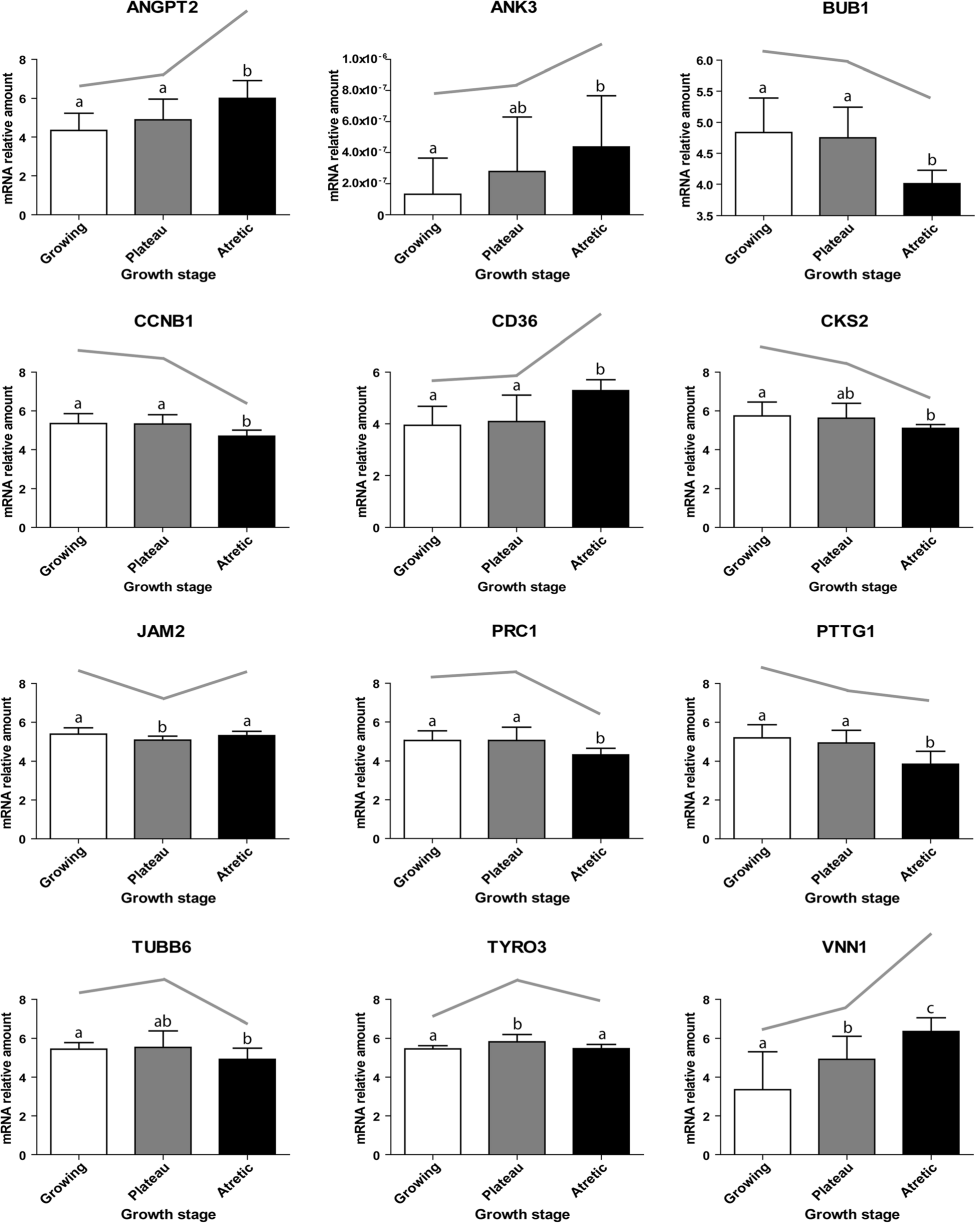
**Graphs of gene expression profiles showing a significant difference.** Twelve genes measured by qRT-PCR in the growing (white box; n = 7), plateau (grey box; n = 7) and atretic (black box; n = 6) follicles had significantly different expression levels (p-value < 0.05). Significantly different levels correspond to different letters above the bars. Error bars represent standard deviation (SD). The grey line above the boxes shows the corresponding microarray hybridization profiles. *ANGPT2*, Angiopoietin 2; *ANK3*, Ankyrin 3; *BUB1*, BUB1 mitotic checkpoint serine/threonine kinase; *CCNB1*, Cyclin B1; *CD36*, Cluster of Differentiation 36 (fatty acid translocase); *CKS2*, CDC28 protein kinase regulatory subunit 2; *JAM2*, Junction adhesion molecule 2; *PRC1*, Protein regulator of cytokinesis 1; *PTTG1*, Pituitary tumor-transforming 1; *TUBB6*, Tubulin, beta 6 class V; *TYRO3*, tyrosine-protein kinase receptor TYRO3; *VNN1*, vanin 1.

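Of the 12 genes, JAM2, which encodes a junction protein, was lower in plateau follicles in all 4 pairs, with a log2 ratio of -1.60 ± 1.74 (SD, n = 4 pairs), and TYRO3 was higher in all 4. VNN1 had 1.72 ± 5.50 (SD, n = 4), from -6.21 in pair 1 to 6.35 in pair 2. The genes of mitosis had ratios below 0 in pairs 2, 3 and 4 and above 0 in pair 1. Among them the cyclin CCNB1 had -0.15 ± 1.95 (SD, n = 4), the checkpoint kinase BUB1 -0.21 ± 1.17 (SD, n = 4), CKS2 -0.56 ± 1.57 (SD, n = 4), PTTG1 -0.86 ± 2.05 (SD, n = 4) and PRC1, which acts in cytokinesis, 0.17 ± 2.08 (SD, n = 4). TUBB6, a tubulin, had 0.36 ± 1.85 (SD, n = 4), ANGPT2, a ligand of vessel growth that lay above background on 4 of 8 growing and 6 of 8 plateau arrays, 0.18 ± 3.88 (SD, n = 4), and ANK3 0.24 ± 2.31 (SD, n = 4), with 1 of its 2 other probes opposite. CD36, a fatty acid receptor, had 0.00 ± 0.22 (SD, n = 4). Apart from TYRO3, none of the 12 met the study's criterion, and for each of the others the SD among pairs was above the size of the mean ratio. By qRT-PCR the paper reports a significant difference between growing and plateau follicles only for JAM2, TYRO3 and VNN1. It reports the differences of the other genes of the figure for contrasts with atretic follicles, which these ratios do not cover.

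**Figure D2:**
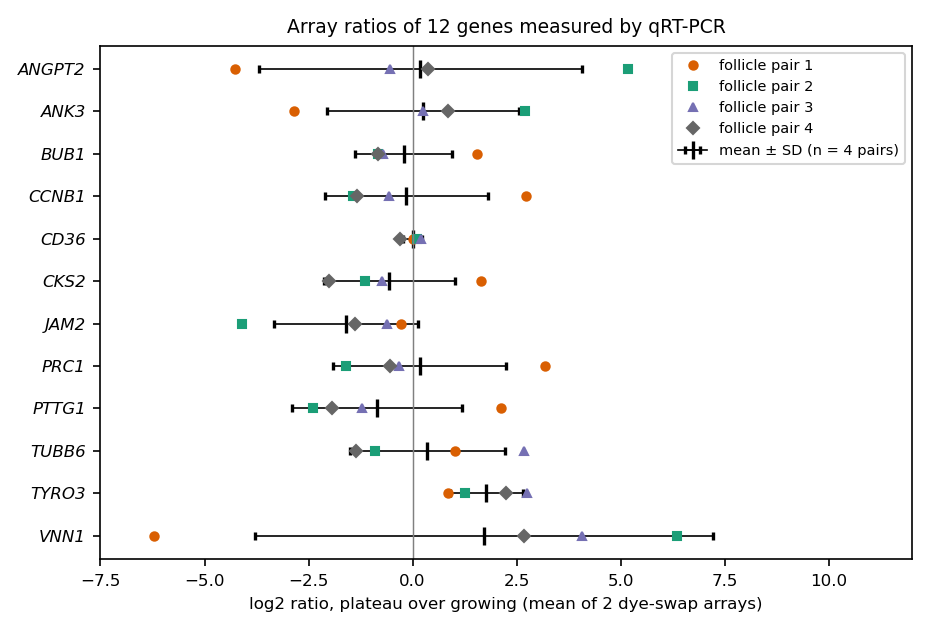
Log2 ratio of plateau over growing follicles (horizontal axis) of 12 genes (vertical axis) on the arrays. Symbols are the 4 follicle pairs, each the mean of 2 dye-swap arrays, and bars show the mean ± SD over the pairs. BUB1, CCNB1, CKS2, PRC1 and PTTG1 lie above 0 in pair 1 and below 0 in the other pairs.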

### Functions

Using the datasets of modulated genes from the different contrasts, IPA Functions analysis generated statistically significant predictions for increased (z-score > 2) or decreased (z-score < −2) activity in several cellular functions. In the transition from G to P, 51 functions were predicted to be increased. Those functions were mostly related to cell death and survival, cellular movement, inflammatory response, metabolism and transport. 

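Genes of the extracellular matrix were higher on average in plateau granulosa cells, 27 of 30 measured, with a mean log2 ratio of 0.46. Among them, COL1A2 had 1.29 ± 3.50 (SD, n = 4 pairs), FN1 1.37 ± 3.95 (SD, n = 4) and THBS1, which encodes thrombospondin, 1.60 ± 2.97 (SD, n = 4), the highest value of each lying in pair 3 (6.12, 5.78 and 5.93). Markers of smooth muscle cells and fibroblasts moved with them, 10 of 11 being higher (mean 0.51, median 1.66 in pair 3). Immediate early genes, which answer to stimulation within minutes, were higher in 17 of 20 cases (mean 0.68), such as CCN1 at 1.93 ± 2.50 (SD, n = 4), IER3 at 1.57 ± 1.64 (SD, n = 4) and ATF3 at 1.05 ± 1.62 (SD, n = 4). Genes of oxidative stress and glutathione were lower in 24 of 29 cases (mean -0.40), and the 3 that met the study's criterion were MT1A, GSTA1 and MT1E; the peroxidase GPX4 had -0.90 ± 1.38 (SD, n = 4). Of 21 genes of cell adhesion and junctions, 12 were higher and 9 lower (mean -0.02, median 0.10), and of 21 genes of angiogenesis 15 were higher and 6 lower, VEGFB meeting the criterion at -0.78 ± 0.46 (SD, n = 4). FN1, THBS1, CCN1, IER3, ATF3 and GPX4 were chosen after their values were seen. With camera and a preset correlation, 5 of 23 gene lists were called, among them the extracellular matrix, the immediate early genes and oxidative stress, each at an adjusted p of 0.000392. Adhesion (adjusted p = 0.789), angiogenesis (adjusted p = 0.976) and the smooth muscle and fibroblast markers (adjusted p = 0.0609) were not called. With an estimated correlation none was called (adjusted p = 0.867 for each of these lists but adhesion and angiogenesis, at 0.975), nor by fry, which tests whether a list's genes move one way (adjusted p of at least 0.935). The matrix call was lost without pair 3 (mean -0.03, adjusted p = 0.786), that of the immediate early genes without pair 2 or pair 3 (means 0.40 and 0.37, adjusted p = 0.129 and 0.472; the mean was 1.10 without pair 1), and that of oxidative stress without pair 2 (adjusted p = 0.0886), where the mean was -0.31, while the smooth muscle and fibroblast markers were called without pair 1 (mean 0.96, adjusted p = 0.00805, and 0.737 with an estimated correlation) and had a mean of -0.08 without pair 3 (adjusted p = 0.603). Without pair 2 the mean was 0.25 for adhesion and -0.10 for angiogenesis. In place of 5 lists, 9 were called with the follicle pair as a random block and a dye term. That setting also used the pre-ranked form of camera, so the change cannot be put down to the block alone.

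**Figure D3:**
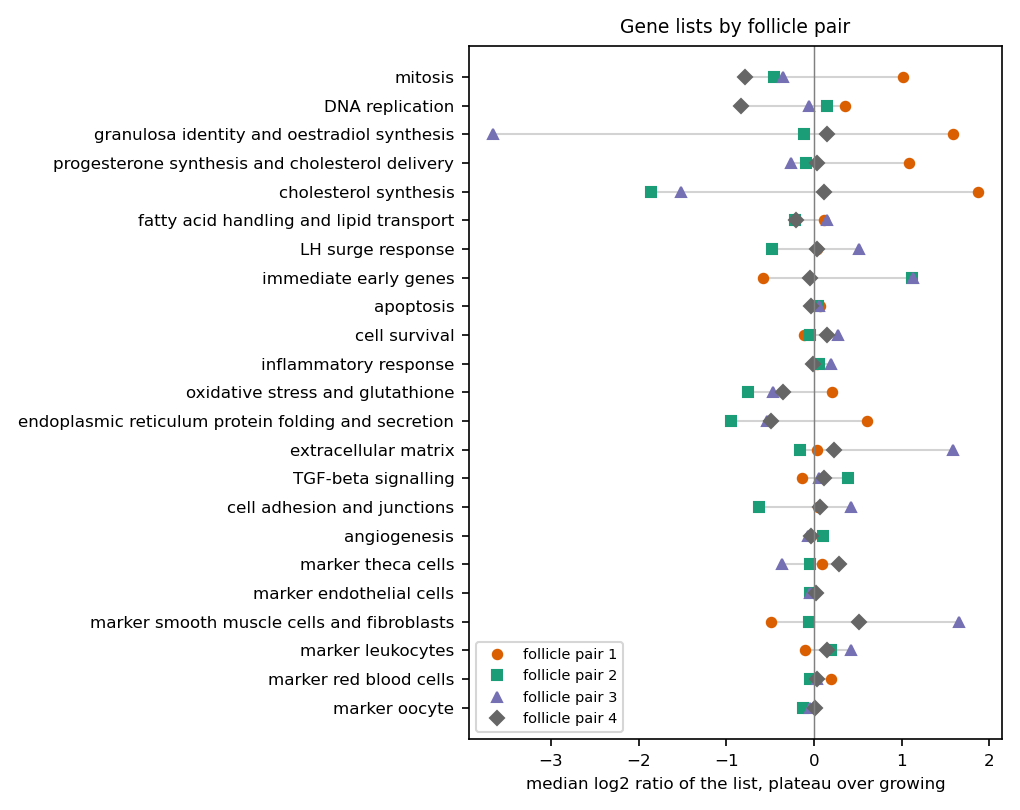
Median log2 ratio of plateau over growing follicles (horizontal axis) of each gene list (vertical axis), drawn for each of the 4 follicle pairs. Lines join the lowest and the highest pair. The granulosa list lies at -3.66 in pair 3 and 1.59 in pair 1, and the cholesterol synthesis list at 1.87 in pair 1 and -1.86 in pair 2.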

The only decreased function in the contrast between G and P was related to cell morphology. For the contrast between P and A, 56 functions were predicted to be decreased. Among them were functions related to cardiovascular system development and function, cell death and survival, cellular assembly and organization, cell development, cellular movement and cell growth and proliferation. The 14 increased functions in the atretic phase in contrast to the plateau phase were related to cell death and survival, inflammatory response, metabolism and cell cycle (ploidy). (Additional file 5: Table S3).

### Upstream regulators

For the G vs P contrast, significant activation (z-score > 2) of 23 upstream regulators was predicted. Those regulators included several chemical drugs, cytokines, growth factors and transcription factors. 

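On the arrays, the transcripts of most regulators that Table S4 lists with a fold change had mean log2 ratios near 0. MYC had the largest, at 1.24 ± 3.10 (SD, n = 4 pairs). The paper predicts MYC and ALDH1A2 to be inhibited and the others listed with a fold change to be activated. Some of the latter, such as TLR3 and TGFB1, have a negative fold change there. SRF, a transcription factor of muscle and growth genes, had a log2 ratio of 0.20 ± 0.15 (SD, n = 4 pairs) and was higher in 4 of 4 pairs. TLR4, a receptor for bacterial lipopolysaccharide that lay above background on 3 of 8 growing and 4 of 8 plateau arrays, had 0.27 ± 0.43 (SD, n = 4), and its other probe went the opposite way. TLR3, a receptor for viral RNA, had -0.08 ± 0.56 (SD, n = 4), and ALDH1A2, which makes retinoic acid, 0.03 ± 0.19 (SD, n = 4). CSF2 and IFNB1 were not above background on any array. The symmetrical fold change was 1.15 for SRF and 2.36 for MYC, where the paper's reported values are 1.158 and 2.431. Without pair 2 it was 1.123 for MYC and 1.953 for TGFB3, so the rank of MYC rests on that pair. For the 8 regulators compared, TGFB1 among them, which lay above background on 1 of 8 arrays in each stage, the ratios had the same sign as the paper's and differed by at most 0.055 in log2.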

In the same contrast, five upstream regulators were predicted to be inhibited. Among them was a chemical product, enzymes and a transcription regulator. The change observed in the contrast between the plateau phase and the atretic phase was more drastic: 147 upstream regulators were predicted to be inhibited, while 61 were activated. The list of inhibited regulators included but was not limited to: chemical drugs or products, cytokines, enzymes, growth factors, kinases and transcription regulators. The list of activated upstream regulator for the P vs A contrast included chemical drugs or products, mature microRNAs and transcription regulators. IL-6 and Alpha catenin were two of the most relevant upstream regulators, as they were important in both contrasts (Figure 4). A selection of the upstream regulators with the strongest predictions is listed in Additional file 6: Table S4, and the most relevant will be discussed in a subsection in the discussion.

**Figure 4:**
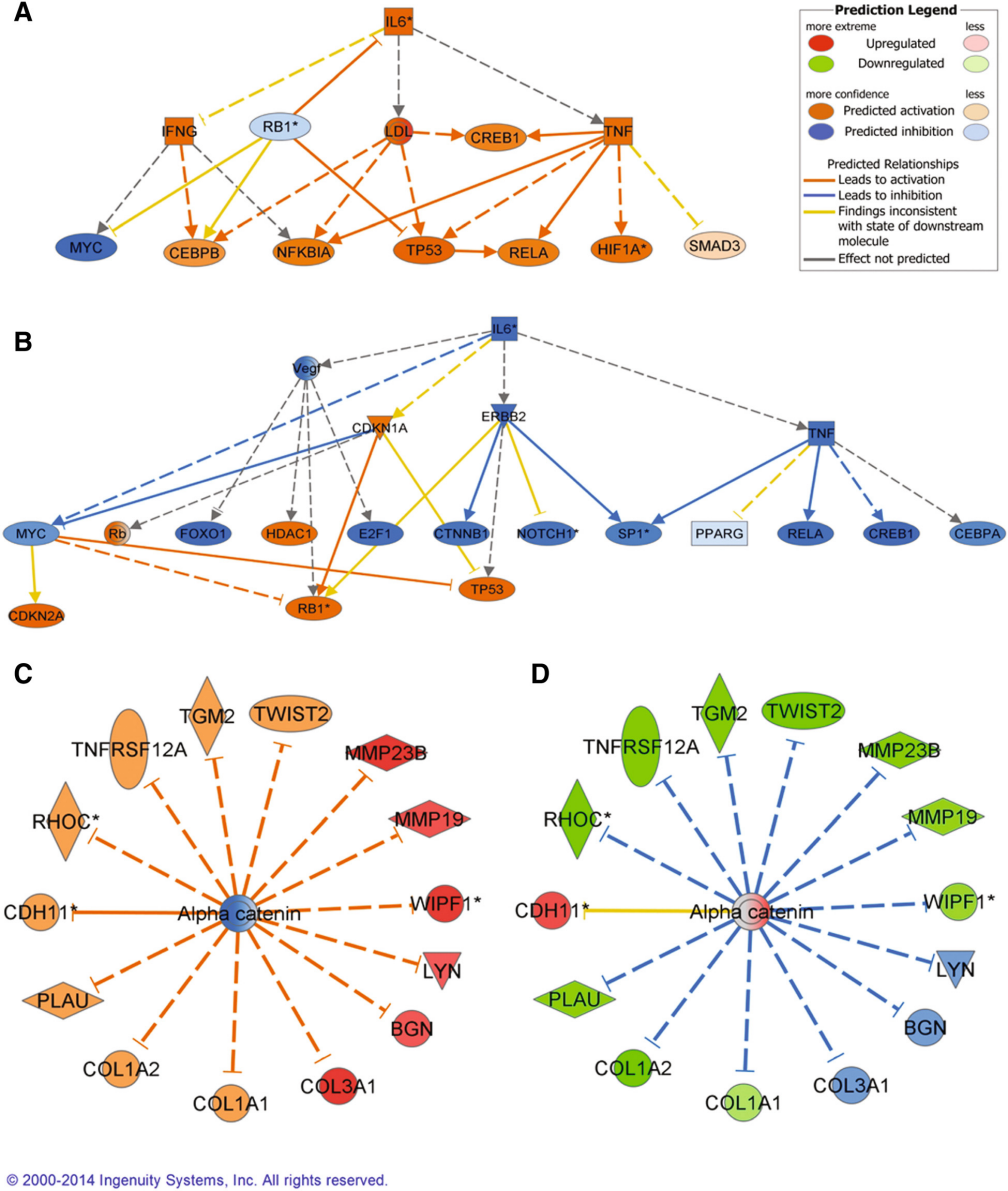
**Upstream regulators of interest.** The analysis of genes that are downstream of *IL-6* generated highly significant P values for this top regulator in the contrast Growing vs Plateau **(A)** and Plateau vs Atresia **(B)**. The same approach also generated highly significant P values for the top regulator Alpha catenin in the contrast Growing vs Plateau **(C)** and Plateau vs Atresia **(D)**. A list of abbreviations is provided at the end of the article.

## Discussion

This study was the first to characterise transcriptomic profiles of granulosa cells obtained from follicles at different stages of dominance and obtained by objective flow cytometric analysis. The Between Group Analysis of the microarray data resulted in clear segregation of the three physiological states: growth, plateau and atresia which confirmed the value of the method developed by Blondin et al. [20] to identify follicular atresia. The segregation of the samples in three distinct clusters indicated that the stages are physiologically different, and the absence of a common axis between the three clusters supported the idea that the transition is not a linear process. As follicles go through the stages, some genes are activated while others are inactivated, instead of a continuous progression toward atresia. A similar segregation was observed in bovine follicles of 6 to 9 mm in diameter [19], supporting the assumption that the three different physiological states (growth, plateau and atresia) are present throughout the antral phase of folliculogenesis. The physiological difference between these growth stages was confirmed by the number of differentially expressed genes observed in each contrast. The small number of genes modulated in the same fashion across all the contrasts supported the above assumption that these changes are not linear, but rather really specific to a particular transformation during follicular development. The Figure 5 represents a simplified representation of the follicle progression through the growth stages.

**Figure 5:**
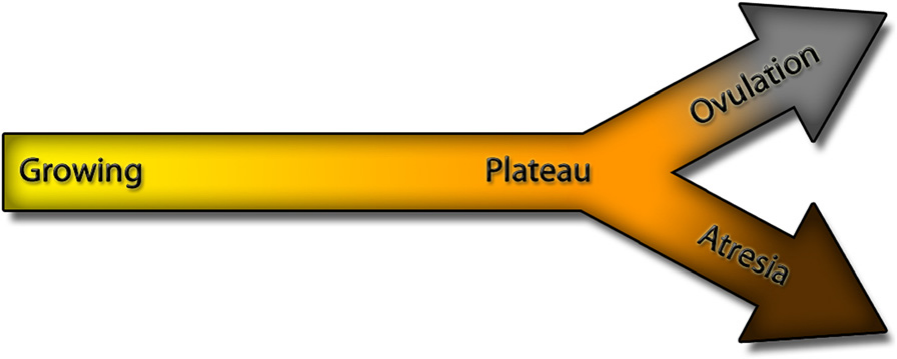
**Schematic representation of the follicle’s progression through the growth stages.** The dominant follicle undergoes three different growth stages during its development. The growing stage (yellow portion of the arrow) is characterised by a quick increase in diameter and the proliferation of granulosa cells. The mitoses slow down during the plateau phase (orange portion of the arrow), and the cells start a differentiation process. At this point, the follicle can take two different paths: progress toward the pre-ovulatory stage and ovulation (grey portion of the arrow) or become atretic (brown portion of the arrow), a stage characterised by an increase in apoptosis and cell death.

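Genes of apoptosis went both ways between growing and plateau granulosa cells, 10 of 22 being higher and 12 lower (mean log2 ratio -0.01). DIABLO, which is released from mitochondria and frees caspases from their inhibitors, was the only member that met the study's criterion, at -0.68 ± 0.57 (SD, n = 4 pairs). CASP8, the caspase of death receptors, had 0.99 ± 1.40 (SD, n = 4), higher in 4 of 4 pairs and above background on 5 of 8 growing arrays, the stress gene GADD45A 0.79 ± 4.19 (SD, n = 4), and CYCS, the gene for cytochrome c, -0.63 ± 2.14 (SD, n = 4). Genes of cell survival were higher in 9 of 13 cases (mean 0.08), with IGF2R, a receptor that clears IGF2, at 0.72 ± 1.30 (SD, n = 4), MCL1 at 0.41 ± 0.75 (SD, n = 4), with 1 of 2 other probes opposite, and BCL2 at -0.37 ± 1.68 (SD, n = 4). Apart from DIABLO these genes were chosen after their values were seen. Neither list was called by camera (adjusted p = 0.45 for apoptosis and 0.386 for survival, and 0.867 for both with an estimated correlation), the mean was 0.09 for apoptosis without pair 1 and -0.03 for survival without pair 3, and no member passed an adjusted p of 0.05 in limma, adjusted over all probes or adjusted over the list alone.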

The general analysis of gene functions (Additional file 5: Table S3) indicated that there was a clear rise of cell death signalling and apoptosis as early as the plateau phase, and that a decrease of cell viability took place between the plateau and the atretic stage. This function was associated with the modulation of several genes in the same direction, as shown by the z-scores above 2. 

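Inflammatory genes were higher in plateau follicles in 21 of 29 cases, by a mean log2 ratio of 0.10. NFKB1, a subunit of the transcription factor NF-kappa-B, had 0.53 ± 0.13 (SD, n = 4 pairs) and the receptor TLR2 0.66 ± 0.66 (SD, n = 4), both higher in 4 of 4 pairs. The adhesion molecule VCAM1 had -0.67 ± 1.33 (SD, n = 4). Of the leukocyte markers, LYZ, the gene for lysozyme, met the study's criterion at 0.61 ± 0.42 (SD, n = 4), above background on 1 of 8 growing and 5 of 8 plateau arrays, and TYROBP and CD68 of macrophages had 1.43 ± 1.62 (SD, n = 4) and 0.97 ± 1.38 (SD, n = 4), while CSF1R and CCR7, above background on at most 2 of 8 arrays in either stage, had -0.22 ± 0.07 (SD, n = 4) and -0.19 ± 0.18 (SD, n = 4) and were lower in 4 of 4 pairs. Genes of protein folding and secretion in the endoplasmic reticulum were lower in 19 of 24 cases (mean -0.20), such as the folding factors MANF at -0.79 ± 2.28 (SD, n = 4) and CRELD2 at -0.82 ± 1.21 (SD, n = 4), while SEC24D, a coat protein of secretory vesicles, met the criterion at 0.66 ± 0.50 (SD, n = 4). Their median was 0.61 in pair 1 and -0.95, -0.54 and -0.49 in pairs 2, 3 and 4. Genes other than LYZ and SEC24D were chosen after their values were seen. Camera called neither the inflammatory nor the endoplasmic reticulum list (adjusted p = 0.0609 for each, and 0.867 for each with an estimated correlation), but it called the latter without pair 1 with the preset correlation (mean -0.57, adjusted p = 1.85e-08), and not with an estimated correlation (adjusted p = 0.619). The mean of the inflammatory list turned to -0.02 without pair 3 (adjusted p = 0.603), and that of the endoplasmic reticulum list was 0.00 without pair 2 (adjusted p = 0.718). The call of the leukocyte markers was lost with an estimated correlation (adjusted p = 0.867), without pair 2 (mean 0.25, adjusted p = 0.129) and without pair 3 (mean 0.17, adjusted p = 0.472), against a mean of 0.31 with all pairs.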

Simultaneously, inflammation signalling started to increase in the plateau phase along with protein synthesis. This represented a transition from cell division to differentiation, characterized by increased lipid metabolism and steroid synthesis typical of dominant follicles. 

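Genes of cholesterol synthesis were lower in plateau follicles in 18 of 19 cases, by a mean log2 ratio of -0.36, and went opposite ways between pairs. In pair 1, 17 of 19 were higher (median 1.87), in pair 2, 18 were lower (median -1.86), in pair 3 all 19 were lower (median -1.52), and in pair 4, 11 were higher (median 0.11). The enzyme CYP51A1 had -0.71 ± 2.98 (SD, n = 4 pairs) and SQLE -0.59 ± 2.73 (SD, n = 4). Of 10 genes of progesterone synthesis and cholesterol delivery, 7 were higher (mean 0.22), STAR being the member that met the study's criterion; CYP11A1, which makes pregnenolone, had 0.15 ± 2.20 (SD, n = 4) and HSD3B1, which makes progesterone, 0.48 ± 3.07 (SD, n = 4). Of 25 genes of fatty acid handling and lipid transport, 13 were higher and 12 lower (mean 0.04), with the desaturase SCD at -1.06 ± 3.13 (SD, n = 4). Genes of granulosa identity and oestradiol synthesis were lower in 14 of 17 cases (mean -0.51), among them CYP19A1, the gene for aromatase, at -0.64 ± 4.48 (SD, n = 4), INHA at -1.44 ± 3.01 (SD, n = 4) and CCND2, a cyclin of granulosa cell growth, at -1.45 ± 2.83 (SD, n = 4). In pair 3, 16 of these 17 were lower, CYP19A1 by a ratio of -6.97, while in pair 1, 14 were higher. Markers of other cell types also moved in pair 3. Higher were 9 of 11 smooth muscle and fibroblast markers (median 1.66) and 14 of 18 leukocyte markers (median 0.42), while 8 of 9 theca markers were lower. Of 18 genes of the LH surge response, 9 were higher and 9 lower, with a mean of 0.12 and a median of 0.02, although camera placed the list below the other genes. The genes other than STAR and CYP19A1 were chosen after their values were seen. Camera called the cholesterol synthesis list (adjusted p = 0.0114, and 0.867 with an estimated correlation), and the call was lost without pair 2, where the mean was 0.12 (adjusted p = 0.941), and without pair 3 (mean -0.03, adjusted p = 0.603). It called none of the progesterone (adjusted p = 0.529), fatty acid (adjusted p = 0.984), granulosa (adjusted p = 0.0609) and LH (adjusted p = 0.889) lists, but called the granulosa list without pair 1 (adjusted p = 0.00135, and 0.737 with an estimated correlation) and without pair 4 (adjusted p = 0.0268, and 0.82 with an estimated correlation), and its mean was 0.38 without pair 3. The mean of the progesterone list was -0.17 without pair 1 and 0.56 without pair 2, that of the fatty acid list -0.08 without pair 1, and that of the LH list -0.21 without pair 3 and 0.52 without pair 2. These calls rest on the preset correlation; with 4 pairs and an estimated correlation the adjusted p was 0.867 for the granulosa and progesterone lists, 0.99 for fatty acids and 0.975 for LH.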

In the next transition, from plateau to atresia, many of the genes being shut down were associated with cancer, cell viability and angiogenesis, illustrating the growth arrest and non-reversible state of these follicles. The few functions that were activated in atresia compared to plateau were cell death-related. In this case, analysis of individual DEG is a good way to identify early and late markers of atresia.

### Upstream regulators

One of the most powerful tools in Ingenuity Pathway Analysis is the identification of upstream regulators. The software categorizes upregulated or downregulated genes that are in relation with a specific trigger, such as a gene or a chemical. For example, if tens of genes that normally respond positively or negatively to estradiol are all moving in the anticipated direction, this gives a strong support to a real physiological phenomenon. Additional file 6: Table S4 documents the importance of certain immunomodulators (*IL-1, Il-6* and *TNF*) in the differentiation process [39-41] expected in the plateau phase. In our data set, numerous genes modulated by *IL-6* underwent opposite changes as the follicles went from growing to plateau and then from plateau to atresia (Figure 4 A and B), supporting the idea that the physiology of the plateau phase is different from the other stages. This molecule plays a role in inflammation [42] and could potentially be used as an indicator to predict the general fate of the follicles. 

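IL6 and 9 of the genes that Figure 4A joins to it could be named on the array; 6 of the 9 had a mean ratio above 0 in plateau over growing follicles and 3 at or below 0, and none met the study's criterion. MYC had the largest, with a log2 ratio of 1.24 ± 3.10 (SD, n = 4 pairs). IL6 itself had 0.08 ± 0.22 (SD, n = 4), and its other probe went the opposite way. RELA, a subunit of NF-kappa-B, had 0.46 ± 0.84 (SD, n = 4), NFKBIA, its inhibitor, 0.03 ± 1.57 (SD, n = 4), and SMAD3, which carries the TGF-beta signal, 0.23 ± 0.56 (SD, n = 4). HIF1A, the oxygen-regulated transcription factor, had -0.50 ± 2.38 (SD, n = 4), and RB1, the retinoblastoma gene, 0.06 ± 0.22 (SD, n = 4), with 2 of 2 other probes opposite. TNF had -0.05 ± 0.15 (SD, n = 4), above background on 5 of 8 growing and 4 of 8 plateau arrays, and IFNG 0.03 ± 0.26 (SD, n = 4), above background on 3 of 8 arrays in each stage. CREB1 had 0.00 ± 0.31 (SD, n = 4), above background on 2 of 8 growing and 4 of 8 plateau arrays. The study drew this network with pathway software from its array results, so the genes are not an independent list. Such a network can also hold molecules that did not change: the fold sizes of IFNG and TNF were 1.02 and 1.04. The step from plateau to atresia is not covered by these values.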

The combination of two different *TGFB* pathways also supports the shift from growth to differentiation, as these molecules seem to be important factors for tissue remodelling during wound healing [43] and are known to participate in the differentiation of granulosa cells [44]. On the other hand, the decrease in expression of *c-Myc* targets supports the decrease in cell divisions in this class. 

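Genes of TGF-beta signalling were higher in plateau follicles in 14 of 22 cases, by a mean log2 ratio of 0.17. BMP4 was the member that met the study's criterion; it lay above background on 4 of 8 growing and 8 of 8 plateau arrays. The ligand TGFB3 had 0.30 ± 1.86 (SD, n = 4 pairs), above background on 5 of 8 arrays in each stage, and TGFB1 -0.05 ± 0.14 (SD, n = 4). CCN2, a matrix protein gene that TGF-beta induces, had 1.74 ± 3.17 (SD, n = 4), and BAMBI, a decoy receptor, 0.90 ± 1.46 (SD, n = 4), with 1 of 2 other probes opposite; both were chosen after their values were seen. The receptor TGFBR3 had -0.55 ± 1.39 (SD, n = 4) and was chosen in the same way. In limma 1 member, BMP4, passed an adjusted p of 0.05 when adjusted over the list alone and 0 members when adjusted over all probes. BMP4 is also among the genes the study measured by qRT-PCR in these follicles, so the first count is not independent evidence. Camera did not call the list (adjusted p = 0.424, and 0.867 with an estimated correlation), and its mean was 0.29 without pair 1 and 0.09 without pair 3.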

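Genes of mitosis were lower in plateau follicles in 26 of 34 cases, by a mean log2 ratio of -0.16. They were lower in 25, 29 and 32 of 34 cases in pairs 2, 3 and 4, and higher in 31 of 34 in pair 1, where the median was 1.02. UBE2C, which marks proteins for destruction at the end of mitosis, had -0.64 ± 2.47 (SD, n = 4 pairs), the kinase AURKB -0.62 ± 0.97 (SD, n = 4) and CCNB2 -0.17 ± 1.93 (SD, n = 4). Genes of DNA replication were lower in 18 of 26 cases (mean -0.12), with TK1, the thymidine kinase of dividing cells, at -0.68 ± 1.54 (SD, n = 4) and PCNA, the sliding clamp of DNA polymerase, at -0.20 ± 1.05 (SD, n = 4). MYC itself had ratios of -2.68, 4.46, 2.76 and 0.42 in pairs 1 to 4. Genes other than MYC were chosen after their values were seen. Camera called neither list with 4 pairs (adjusted p = 0.0541 for mitosis and 0.30 for DNA replication, and 0.867 for each with an estimated correlation). Without pair 1 it called both, mitosis with a mean of -0.61 (adjusted p = 1.19e-14) and DNA replication with a mean of -0.28 (adjusted p = 0.00919), but only with the preset correlation; with an estimated correlation these were not called (adjusted p = 0.619 and adjusted p = 0.737). Without pair 4 both means lay above 0, at 0.06 for mitosis (adjusted p = 0.904) and 0.10 for DNA replication (adjusted p = 0.0613), and without pair 2 that of mitosis was -0.04 (adjusted p = 0.481).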

In myeloid leukemia cells, the decrease of *c-Myc* has been linked with differentiation [45].

Some upstream regulators suggested for the transition between the plateau and the atretic phase moved in the opposite direction of what would be expected in pre-ovulatory follicles. For example, *TGFB1* was predicted to be downregulated in our atretic follicles; however, it has been suggested to participate in luteal function [46] and to have an anti-apoptotic effect in human luteinized granulosa cells [47].

Alpha catenin is a key element of the cadherin-catenin protein complex which participates in intercellular adhesion and plays a pivotal role in development [48]. In epithelial cells, alpha catenin is a mediator of cell density [49] and it has been postulated that it could be part of a molecular biosensor of cell density and positioning [48]. Over-expression of this gene has been associated with increased osteoblastic differentiation [50] while reduced expression was found in highly proliferative and poorly differentiated lung cancer tumour cells [51]. Administration of hCG–LH in rats reduced alpha catenin expression in ovulatory follicles and the authors suggested that it plays a role in the changes in cell-cell adhesion associated with ovulation and luteinisation [52]. Our results support this idea, as the downregulation of alpha catenin was predicted to be one of the upstream regulators of the changes in gene expression between the growing and the plateau phase. 

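Most genes that Figure 4C joins to alpha catenin were higher on average in plateau follicles, above all in pair 3. Of 14 such genes, 13 had a mean log2 ratio above 0. The collagens COL3A1 and COL1A1 had 1.25 ± 1.94 (SD, n = 4 pairs) and 0.23 ± 1.18 (SD, n = 4), and the proteoglycan BGN 0.75 ± 0.97 (SD, n = 4). The metalloproteinases MMP23 and MMP19 had 1.09 ± 1.65 (SD, n = 4) and 0.82 ± 0.82 (SD, n = 4), and the plasminogen activator PLAU 0.74 ± 1.15 (SD, n = 4). LYN, a kinase of blood cells that lay above background on 4 of 8 growing and 7 of 8 plateau arrays, had 0.77 ± 1.10 (SD, n = 4). TNFRSF12A had 0.31 ± 2.63 (SD, n = 4), TWIST2 0.31 ± 0.55 (SD, n = 4), TGM2 0.13 ± 1.65 (SD, n = 4), WIPF1 0.07 ± 0.11 (SD, n = 4) and the cadherin CDH11 0.04 ± 0.69 (SD, n = 4). RHOC had -0.05 ± 1.25 (SD, n = 4), with 1 of 4 other probes opposite. The median over the 14 genes was 2.04 in pair 3, against 0.14, -0.41 and 0.25 in pairs 1, 2 and 4, and the smooth muscle and fibroblast markers CNN1 and PDGFRA reached 5.89 and 5.58 in the same pair. CTNNA1, which encodes alpha catenin, had 0.34 ± 0.68 (SD, n = 4). None of the 14 met the study's criterion. They come from a network that the study drew from its array results, so they are not an independent list. CTNNA1, CNN1 and PDGFRA were chosen after their values were seen, and 1 of 2 other probes of PDGFRA went the opposite way.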

Follicles at the plateau phase undergo changes that prepare them for an eventual ovulation, and alpha catenin may play a role in this process. On the other hand, the activation of the same molecule was proposed as an upstream regulator of the transition from plateau to atretic follicles. This view is supported by data from Sanchez et al. who suggested that beta-catenin, which is closely related to alpha catenin, is involved in granulosa cell atresia [53]. The shift observed in the action of genes regulated by alpha catenin as follicles go from growing to plateau and from plateau to atresia (Figure 4C and D) suggests that this molecule acts as an initiator of some of the changes occurring during folliculogenesis.

Hepatic growth factor (*HGF*) has been associated with increased granulosa cell proliferation in mouse follicles [54]. It also stimulates bovine granulosa cell proliferation *in vitro* [55] and has anti-apoptotic effects on rat granulosa cells *in vitro* [56]. It has been suggested that *HGF* controls theca cell and granulosa cell steroidogenesis [57], indicating an important role during folliculogenesis. *HGF* is an upstream regulator predicted to be downregulated in our contrast P vs A, which is consistent with the proliferative and anti-apoptotic effect of that molecule on granulosa cells. The transition from plateau to atretic follicles includes an increase in apoptotic events in granulosa cells and *HGF* may play a role in this process.

### Biomarkers

With the important place taken by reproduction management in cattle, accessible tools to identify the growth stages of the follicles would be useful in many situations. As the physiology and the differentiation of the follicle can have an important impact on the competence of the oocyte within [17], the classification of follicles among the different growth stages may improve the programs currently used for cattle reproductive management. For example, Ovsynch is an effective program used to synchronise ovulation in lactating dairy cows, but it is less effective with heifers [58]. Even among lactating cows, different pregnancy rates are observed between primiparous and multiparous cows [59]. Those different success rates could be caused by small differences in follicular development, which are impossible to detect with current methods. In humans, numerous studies tried to find a good predictor of oocyte competence in follicular fluid, but none has yet succeeded (see [60] for a review), and in cattle, follicular diameter is not always linked with competence [61]. The results of this project suggest a list of atresia markers which can be tested in larger follicles, in order to identify atretic follicles containing poor quality oocyte.

Several biomarker candidates showed no significant differences between the stages. However, the absence of significance was often caused by an important standard deviation in the plateau group. The standard deviation of seven genes (*RARRES1*, *SERPINE1*, *STAR*, *TRIB2*, *CYP19A1*, *APOA1*, *BMP4*), from which several are linked to LH response [34,62,63] or to progesterone [64,65], was higher in the plateau group than in the two others. This may be an indicator of a more diversified population of follicles. This assumption would be coherent with our understanding of this particular stage, as we supposed that the follicles from the plateau phase can take two directions: proceed toward ovulation or enter atresia. The physiological differences between those two options may explain the important variation observed among the samples of the plateau phase.

### Markers of growing follicles

Growing follicles shared many characteristics with the plateau phase, while some genes had a clear pattern of change when follicles were moving into atresia. For example, transcripts for *RELN* were not found at all (with PCR) in four out of seven granulosa cell samples originating from follicles at the growing stage, while they were found in all the samples from the other categories in similar quantities (Additional file 4: Figure S2). RELN is a ligand of the very-low-density lipoprotein receptor (VLDLR) and has an antiproliferative activity [66]. This gene had already been associated with the end of follicular growth [67] and could be used as a marker.

### Markers of the plateau phase

Among the tested genes, only a few had an expression level that was significantly different between the plateau phase and other phases. Those genes were *TYRO3* and *JAM2*, which were upregulated and downregulated, respectively. TYRO3 is a receptor of GAS6 (growth arrest specific 6), and both the receptor and the ligand, were abundantly expressed in differentiating stem cells [68]. The over expression of the receptor TYRO3 in samples from the plateau phase is another element that highlights the importance of the differentiation process at that stage of folliculogenesis. *JAMs* are a family of genes that encode proteins that are localized at the junctions between cells. They have multiple functions including angiogenesis, cell migration and proliferation [69]. Blocking *JAM2* and *JAM3 in vitro* impaired the growth and invasion of glioma cells [70], and their expression was increased in tumor cells [71]. The downregulation of *JAM2* observed in the plateau phase is consistent with the slowing of proliferation. Thus, the expression patterns of *TYRO3* and *JAM2* in this study support the idea that the plateau phase is physiologically distinct from the growing and the atretic phases.

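TYRO3 was higher in the plateau follicle of every pair, with log2 ratios of 0.85, 1.25, 2.75 and 2.24, and its log2 level was 11.4 ± 0.41 (SD, n = 4) in growing and 13.2 ± 0.76 (SD, n = 4) in plateau follicles. JAM2 was lower in the plateau follicle of every pair, with ratios of -0.29, -4.11, -0.61 and -1.38 and levels of 13.0 ± 1.09 (SD, n = 4) and 11.4 ± 0.79 (SD, n = 4). Both genes lay above background on 8 of 8 arrays in each stage, and each was read by 1 probe. Among related junction genes, JAM3 had a log2 ratio of 0.52 ± 0.66 (SD, n = 4 pairs) and F11R 0.16 ± 0.96 (SD, n = 4); both were chosen after their values were seen. A change in the same direction in all 4 pairs gives the smallest p that an exact sign-flip test over 4 pairs allows, 0.125 (two-sided). JAM2 did not meet the study's criterion on the arrays, TYRO3 did, and neither passed an adjusted p of 0.05 in limma. The paper places TYRO3 with differentiating cells and JAM2 with the growth of tumour cells, and from their higher and lower expression in the plateau phase it takes support for the idea that this phase is distinct in its physiology from the other phases.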

### Markers of follicular atresia

Several genes were differentially expressed between the atretic phase and the other phases making them potential biomarkers. Among them are genes related to angiogenesis such as *ANGPT2* and *CD36*, which were over expressed in the atretic group. The status of blood vessel network is important during folliculogenesis, as an increased vascularisation is linked with better delivery of gonadotropins [72] and thecal blood vessel regression is linked with atresia of bovine non-ovulatory follicles [73]. Both *ANGPT2* and *CD36* can have anti-angiogenic effects [74,75]. *ANK3* expression was also significantly higher at the atretic phase compared to the other phases. This protein participates in the coordination of cell membrane assembly by interacting with E-cadherin at contact sites between cells [76] and it has also been suggested as a marker of senescence in cultured fibroblast cells [77].

A decreased expression of genes related to cell proliferation (*BUB1*, *CCNB1*, *CKS2*, *TUBB6* and *PRC1*) was also observed in atretic follicles. *BUB1* is a key regulator of spindle assembly checkpoint and chromosomal segregation during mitosis and meiosis [78]; *CCNB1* encodes for a protein that is essential for cells to enter mitosis [79]; *CKS2* has been suggested to serve as a cell cycle checkpoint protein for the S/G2 transition [80]; *TUBB6* is a minor isoform of tubulin that is essential for cell cycle [81]; *PRC1* helps to control proliferation by regulating DNA replication [82]. The sharp decrease in the expression of these genes observed in atretic follicles is consistent with the reduced proliferation that characterises this stage, and suggests that they can be used as biomarkers to identify follicles committed to atresia.

The linear increase in the expression of *VNN1* across all stages was consistent with the literature, as this transcript increased during the coasting period in follicles [67,83] and had been linked to follicular atresia. VNN1 is an enzyme that regulates the GSH-dependent response to oxidative injury, decreases tissue resistance to oxidative stress [84], and its over expression was consistent with the increase in apoptosis observed during follicular atresia. The progression toward the atretic stage was also accompanied by a linear decrease of *PTTG1*, whose suppression has been linked to increased apoptosis [85]. When over expressed, this gene limited the ability of p53 to induce apoptosis [86].

## Conclusion

In conclusion, this project provided valuable clues to the physiological differences between the three growth stages of dominant follicles. It led to the identification of upstream regulators associated with functional changes that take place during the late development of follicles such as alpha catenin, *HGF*, *IL-6* and *TGFBs*. It also shed light on the principal functions modulated during those changes and finally, it provided numerous potential biomarkers to simplify future determination of the growth stage of follicles.

## Additional files

Additional file 1: Table S1. qRT-PCR primer sequences, product size, annealing temperature and accession number for the studied genes. Additional file 2: Table S2. Gene names of qRT-PCR validation candidates. Additional file 3: Figure S1. Graphs of gene expression profiles showing no significant difference. Additional file 4: Figure S2. Graphs of gene transcripts presence in the different growth phases. Additional file 5: Table S3. Functions analysis in Ingenuity Pathway Analysis (IPA) software for the G vs P contrast (A) and the P vs. A contrast (B). Additional file 6: Table S4. Upstream analysis in Ingenuity Pathway Analysis (IPA) software for the Growing vs. Plateau (A) and the Plateau vs Atretic (B) contrasts.

## Abbreviations

A: Atretic
ACE2: Angiotensin I converting enzyme 2
ANGPT2: Angiopoietin 2
ANK3: Ankyrin 3
ANKRD1: Ankyrin repeat domain 1
ANOVA: Analysis of variance
APOA1: Apolipoprotein A-I
ART: Assisted reproductive technologies
BGA: Between group analysis
*BGN*: Biglycan
BMP4: Bone morphogenetic protein 4
BUB1: Budding uninhibited by benzimidazoles 1 (BUB1 mitotic checkpoint serine/threonine kinase)
CCNB1: Cyclin B1
CD36: Cluster of Differentiation 36 (fatty acid translocase)
*CDH11*: Cadherin 11
*CDKN1A*: Cyclin-dependent kinase inhibitor 1A
*CDKN2A*: Cyclin-dependant kinase inhibitor
cDNA: Complementary DNA
*CEBPA*: CCAAT/enhancer binding protein(C/EBP)alpha
*CEBPB*: CCAAT/enhancer binding protein(C/EBP) beta
CKS2: CDC28 protein kinase regulatory subunit 2
*COL1A1*: Collagen type I alpha 1
*COL1A2*: Collagen type 1 alpha 2
*COL3A1*: Collagen type III alpha 1
*CREB1*: cAMP responsive element binding protein 1
*CTNNB1*: Catenin cadherin-associated protein beta 1
CYP17A1: Cytochrome P450, family 17, subfamily A, polypeptide 1
CYP19A1: Cytochrome P450, family 19, subfamily A, polypeptide 1
DEG: Differentially expressed genes
*E2F1*: E2F transcription factor 1
EDTA: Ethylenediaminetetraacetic acid
EIF2B2: Eukaryotic translation initiation factor 2B, subunit 2 beta
*ERBB2*: V-erb-b2 avian erythroblastic leukemia viral oncogene homolog 2
EtOH: Ethanol
*FOXO1*: Forkhead box O1
FSC: Forward light scatter
FSH: Follicle-stimulating hormone
G: Growing
GAS6: Growth arrest specific 6
hCG: Human chorionic gonadotropin
*HDAC1*: Histone deacetylase 1
HGF: Hepatic growth factor
*HIF1A*: Hypoxia inducible factor subunit alpha
*IFNG*: Interferon gamma
IL-1: Interleukin 1
*IL6*: Interleukin 6
IPA: Ingenuity pathway analysis
IVT: In vitro transcription
JAM2: Junction adhesion molecule 2
JAM3: Junctional adhesion molecule C
*LDL*: Low density lipoprotein
LH: Lluteinizing hormone
*LYN*: V-yes-1 Yamaguchi sarcoma viral related oncogene homolog
*MMP19*: Matrix metallopeptidase 19
*MMP23B*: Matrix metallopeptidase 23B
MT2A: Metallothionein 2A
*MYC*: V-myc myelocytomatosis viral oncogene homolog
*NFKBIA*: Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor alpha
NMB: Neuromedin B
*NOTCH1*: Notch 1
NR4A1,Nuclear receptor subfamily 4: group A, member 1
NRP1: Neuropilin 1
P: Plateau
P53: Tumor suppressor p53
PBS: Phosphate buffered saline
PBSE: PBS-EDTA solution
PI: Propidium iodide
*PLAU*: Plasminogen activator urokinase
*PPARG*: Peroxisome proliferator-activated receptor gamma
PRC1: Protein regulator of cytokinesis 1
PTTG1: Pituitary tumor-transforming 1
qRT-PCR: Quantitative real-time PCR
RARRES1: Retinoic acid receptor responder (tazarotene induced) 1
*Rb*: Rb tumor suppressor
*RB1*: Retinoblastoma 1
RELA: V-rel avian reticuloendotheliosis viral oncogene homolog A
RELN: Reelin
*RHOC*: Ras homolog family member C
RIN: RNA integrity number
SD: Standard deviation
SERPINE1: Serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1
SF3A1: Splicing factor 3a, subunit 1
*SMAD3*: SMAD family member 3
*SP1*: Sp1 transcription factor
STAR: Steroidogenic acute regulatory protein
TGFB: Transforming growth factor beta
*TGM2*: Transglutaminase 2
*TNF*: Tumor necrosis factor
*TNFRSF12A*: Tumor necrosis factor receptor superfamily member 12A
*TP53*: Tumor protein p53
TRIB2: Tribbles pseudokinase 2
TUBB6: Tubulin, beta 6 class V
*TWIST2*: Twist basic helix-loop-helix transcription factor 2
TYRO3: Tyrosine-protein kinase receptor TYRO3
*Vegf*: Vascular endothelial growth factor A
VLDLR: Very-low-density lipoprotein receptor
VNN1: Vanin 1
*WIPF1*: WAS/WASL interacting protein family member 1

# Supplementary material for: Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle
**Source:** Reprod Biol Endocrinol. 2015 Mar 8;13:17. doi: 10.1186/s12958-015-0010-7
**Supplement:** Additional file 1: Table S1. — qRT-PCR primer sequences, product size, annealing temperature and accession number for the studied genes.

**Additional file 1. qRT-PCR primer sequences, product size, annealing temperature and accession number for the studied genes.**

# Supplementary material for: Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle
**Source:** Reprod Biol Endocrinol. 2015 Mar 8;13:17. doi: 10.1186/s12958-015-0010-7
**Supplement:** Additional file 2: Table S2. — Gene names of qRT-PCR validation candidates.

**Additional file 2. Gene names of qRT-PCR validation candidates**.

| **Gene Symbol** | **Gene Name** |
| --- | --- |
| ACE2 | Angiotensin I converting enzyme 2 |
| ANGPT2 | Angiopoietin 2 |
| ANK3 | Ankyrin 3 (ankyrin G) |
| ANKRD1 | Ankyrin repeat domain 1 |
| APOA1 | Apolipoprotein A-I |
| BMP4 | Bone morphogenetic protein 4 |
| BUB1 | Budding uninhibited by benzimidazoles 1 (BUB1 mitotic checkpoint serine/threonine kinase) |
| CCNB1 | Cyclin B1 |
| CD36 | Cluster of Differentiation 36 (fatty acid translocase) |
| CKS2 | CDC28 protein kinase regulatory subunit 2 |
| CYP17A1 | Cytochrome P450, family 17, subfamily A, polypeptide 1 |
| CYP19A1 | Cytochrome P450, family 19, subfamily A, polypeptide 1 |
| JAM2 | Junction adhesion molecule 2 |
| MT2A | Metallothionein 2A |
| NMB | Neuromedin B |
| NR4A1 | Nuclear receptor subfamily 4, group A, member 1 |
| NRP1 | Neuropilin 1 |
| PRC1 | Protein regulator of cytokinesis 1 |
| PTTG1 | Pituitary tumor-transforming 1 |
| RARRES1 | Retinoic acid receptor responder (tazarotene induced) 1 |
| RELN | Reelin |
| SERPINE1 | Serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1 |
| STAR | Steroidogenic acute regulatory protein |
| TRIB2 | Tribbles pseudokinase 2 |
| TUBB6 | Tubulin, beta 6 class V |
| TYRO3 | Tyrosine-protein kinase receptor TYRO3 |
| VNN1 | Vanin 1 |

# Supplementary material for: Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle
**Source:** Reprod Biol Endocrinol. 2015 Mar 8;13:17. doi: 10.1186/s12958-015-0010-7

Additional file 3: Graphs of gene expression profiles showing no significant difference.

Fifteen genes measured by qRT-PCR in the growing (white box; n = 7), plateau (grey box; n = 7) and atretic (black box; n = 6) follicles had no significantly different expression levels ($P > 0.05$). Significantly different levels correspond to different letters above the bars. Error bars represent standard deviation (SD). *ACE2*, Angiotensin I converting enzyme 2; *APOA1*, Apolipoprotein A-I; *BMP4*, Bone morphogenetic protein 4; *CYP17A1*, Cytochrome P450, family 17, subfamily A, polypeptide 1; *CYP19A1*, Cytochrome P450, family 19, subfamily A, polypeptide 1; *MT2A*, Metallothionein 2A; *NMB*, Neuromedin B; *NR4A1*, Nuclear receptor subfamily 4, group A, member 1; *NRP1*, Neuropilin 1; *RARRES1*, Retinoic acid receptor responder (tazarotene induced) 1; *SERPINE1*, Serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1; *STAR*, Steroidogenic acute regulatory protein; *TRIB2*, Tribbles pseudokinase 2.

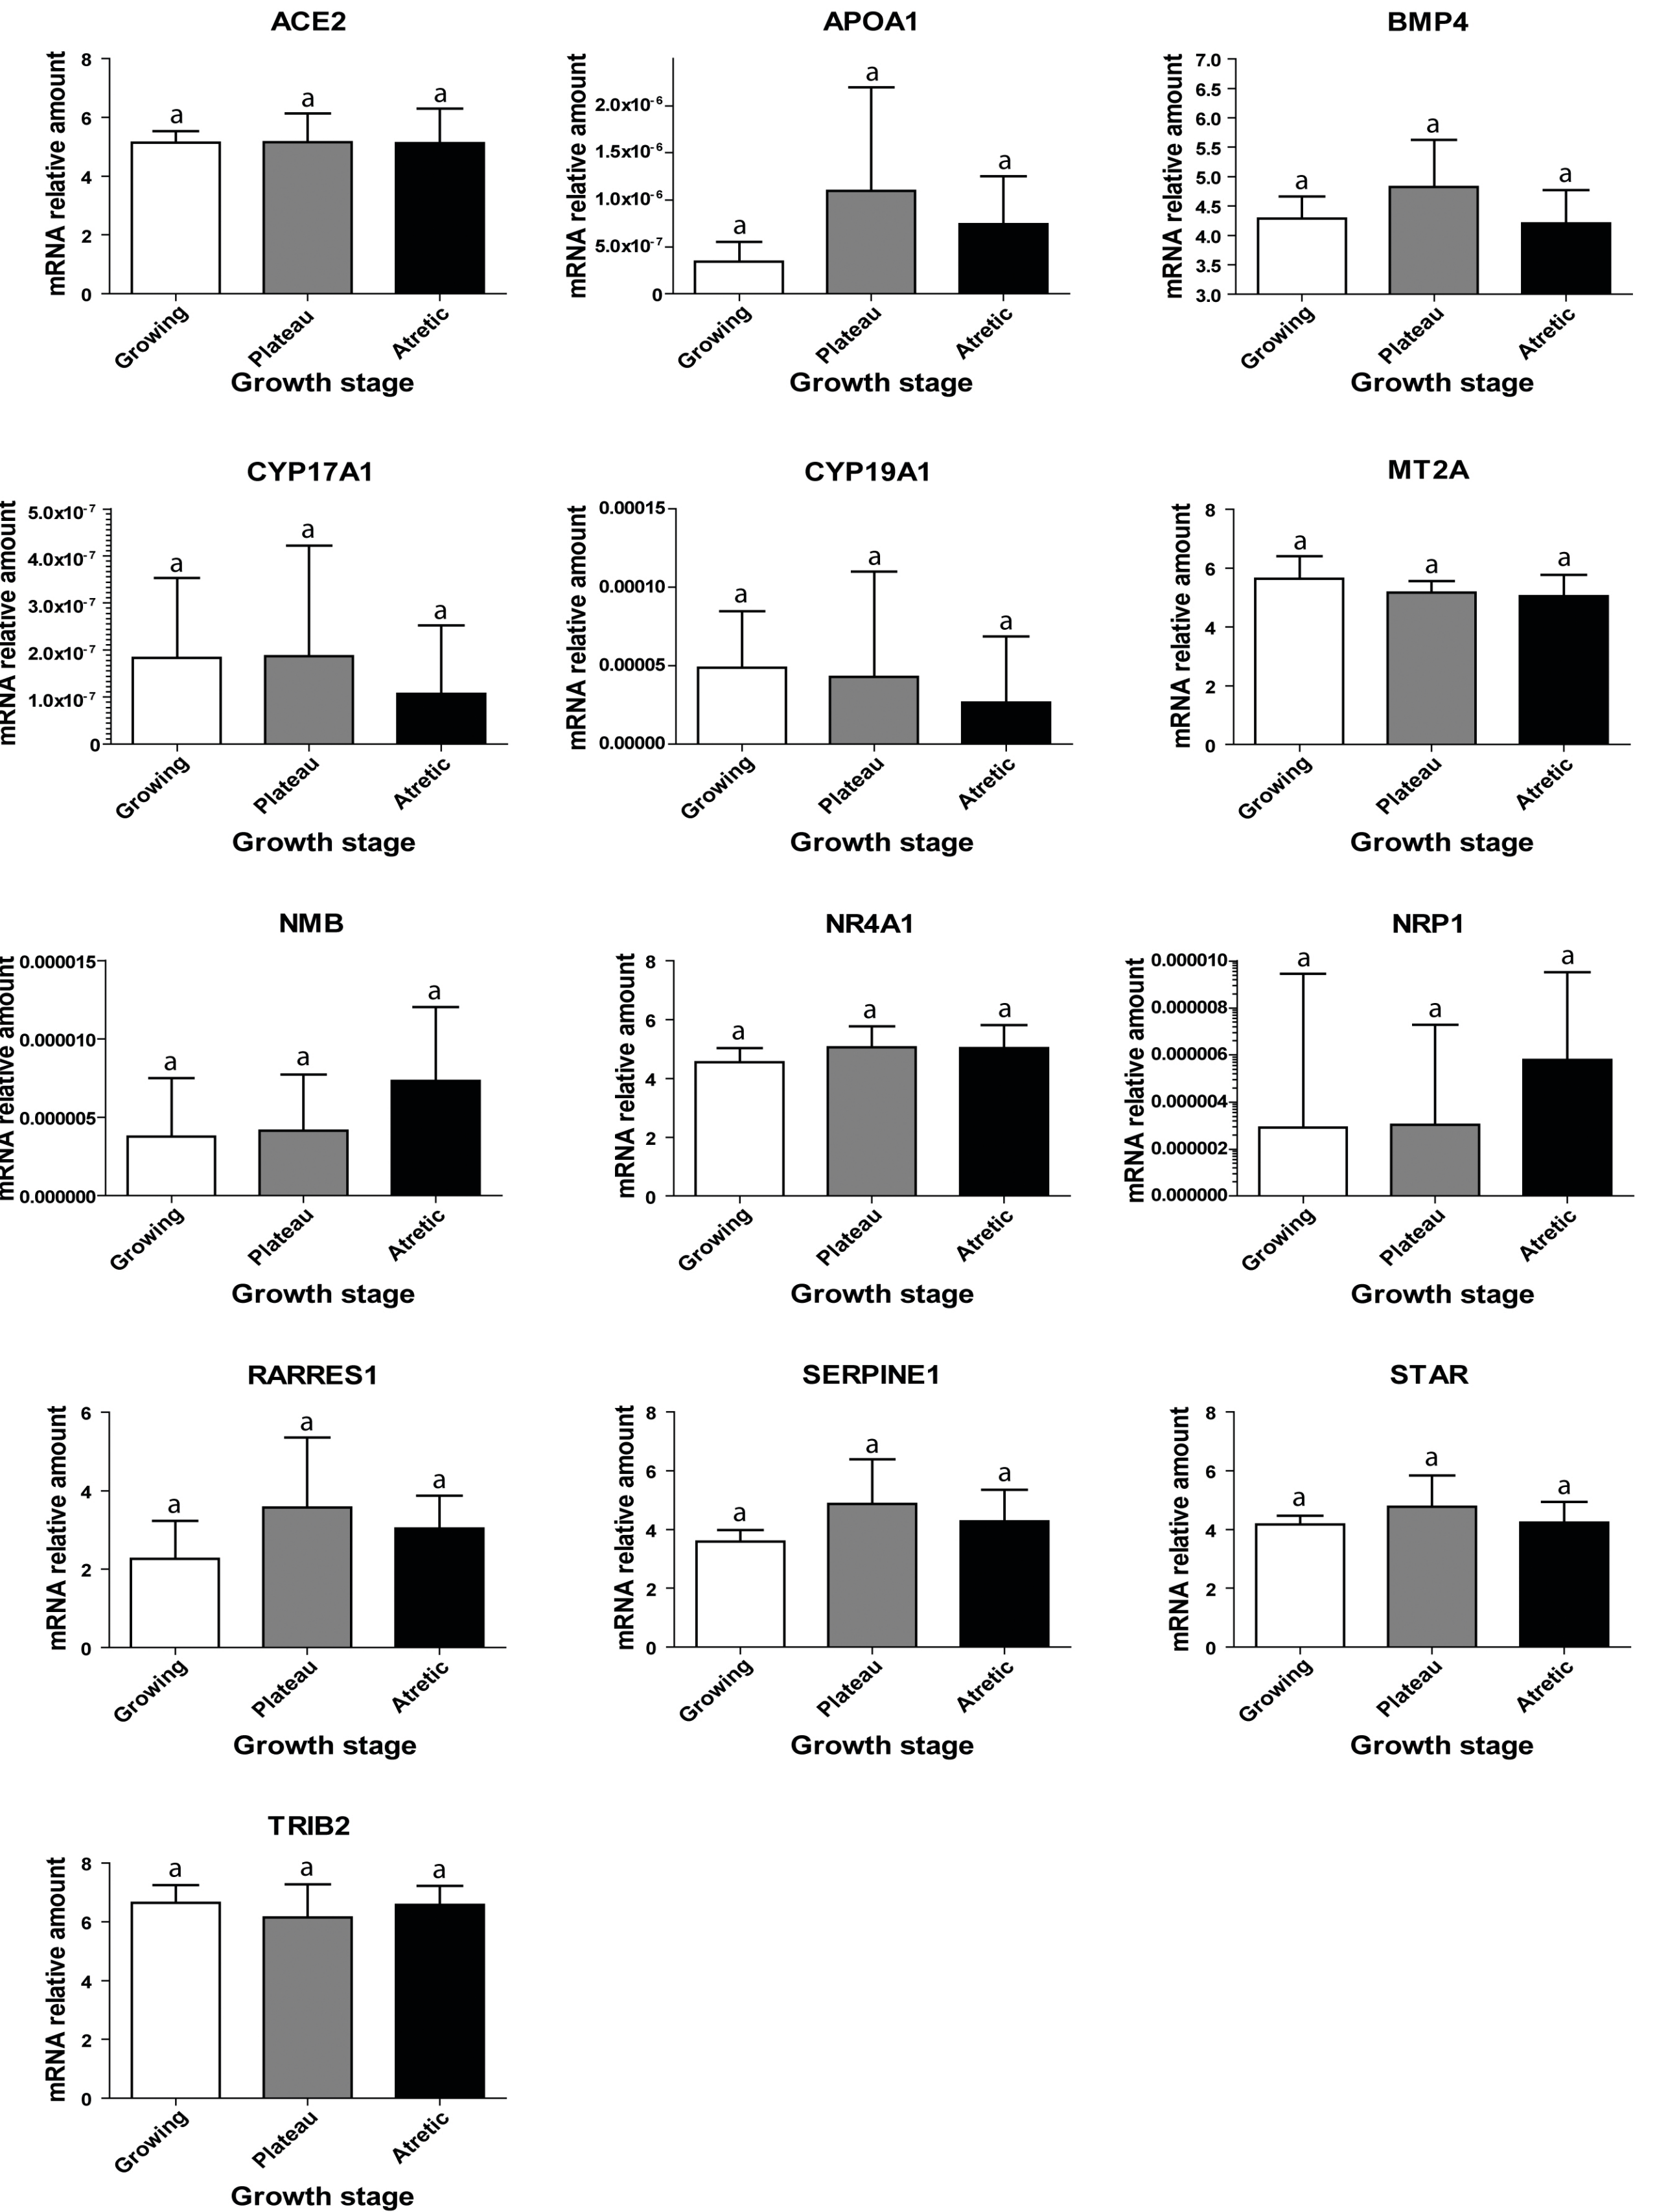

**Supplement:** Additional file 3: Figure S1. — Graphs of gene expression profiles showing no significant difference.

# Supplementary material for: Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle
**Source:** Reprod Biol Endocrinol. 2015 Mar 8;13:17. doi: 10.1186/s12958-015-0010-7

Additional file 4: Graphs of gene transcripts presence in the different growth phases.

The transcripts of two genes measured by qRT-PCR in the growing (n = 7), plateau (n = 7) and atretic (n = 6) follicles were absent in several samples. The black boxes show the percentage of samples where the transcripts were found. ANKRD1, Ankyrin repeat domain 1 ; RELN, reelin.

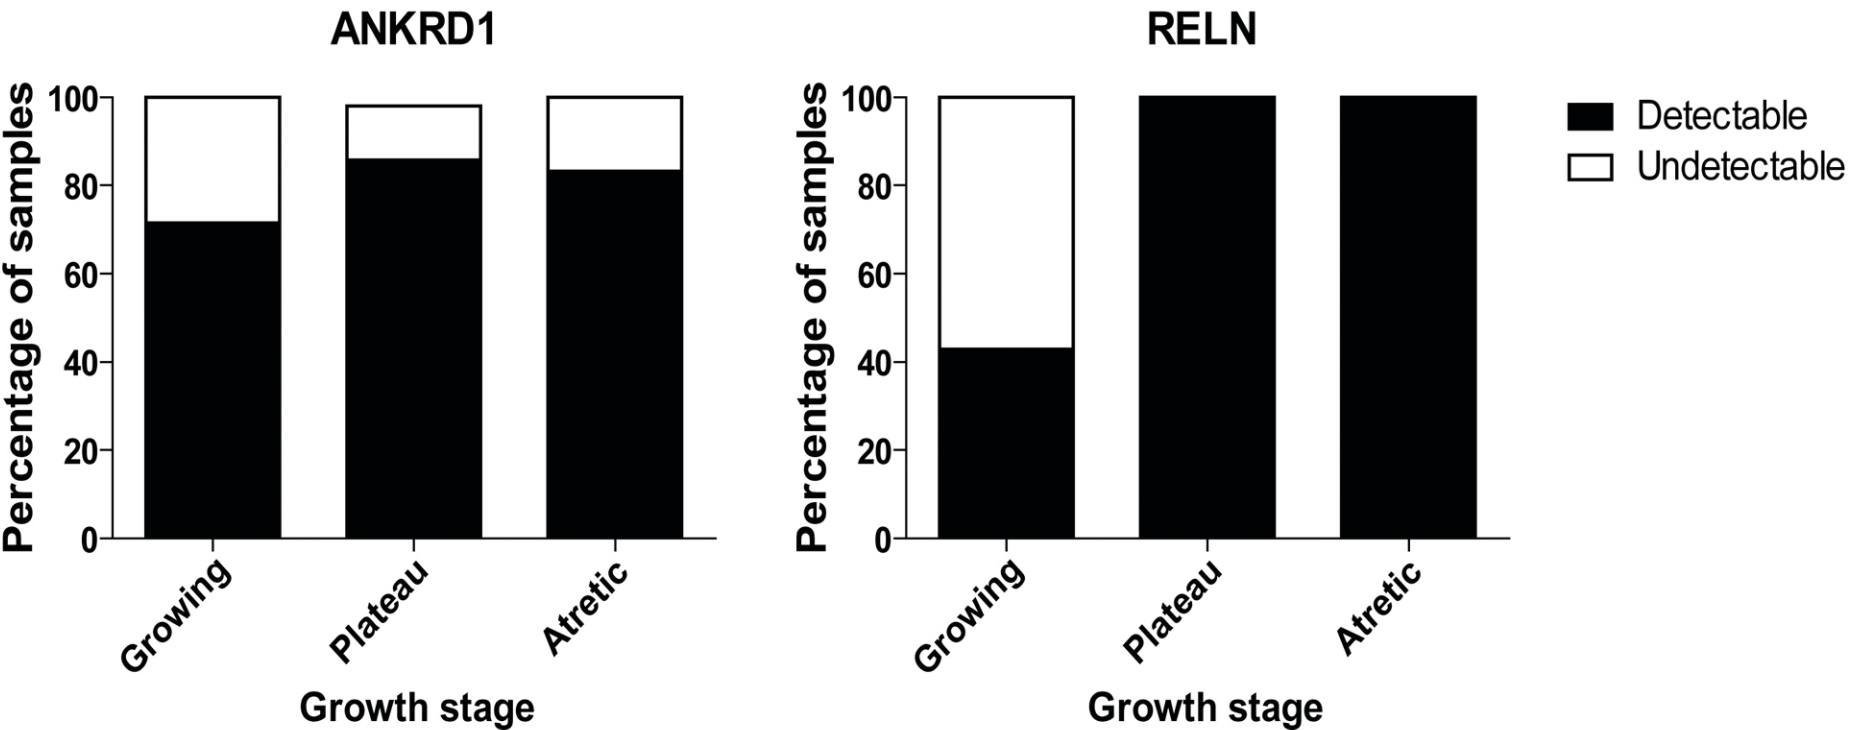

**Supplement:** Additional file 4: Figure S2. — Graphs of gene transcripts presence in the different growth phases.

# Supplementary material for: Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle
**Source:** Reprod Biol Endocrinol. 2015 Mar 8;13:17. doi: 10.1186/s12958-015-0010-7
**Supplement:** Additional file 5: Table S3. — Functions analysis in Ingenuity Pathway Analysis (IPA) software for the G vs P contrast (A) and the P vs. A contrast (B).

**Additional file 5. Functions analysis in Ingenuity Pathway Analysis (IPA) software for the G vs P contrast (A) and the P vs. A contrast (B).** Only functions annotations that obtained a Regulation z-score value higher than the absolute value of 2, which is considered significant and therefore for which IPA could predict the Activation State, are presented. P-value < 0.05 calculated by Fisher’s Exact test; # Molecules = number of molecules associated to annotation in user’s dataset.

1. Functions – Growing vs Plateau contrast

B) Functions – Plateau vs Atretic contrast

# Supplementary material for: Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle
**Source:** Reprod Biol Endocrinol. 2015 Mar 8;13:17. doi: 10.1186/s12958-015-0010-7
**Supplement:** Additional file 6: Table S4. — Upstream analysis in Ingenuity Pathway Analysis (IPA) software for the Growing vs. Plateau (A) and the Plateau vs Atretic (B) contrasts.

**Additional file 6.** **Upstream analysis in Ingenuity Pathway Analysis (IPA) software for the Growing vs. Plateau (A) and the Plateau vs Atretic (B) contrasts**. Only regulators with an Activation z-score greater than the absolute value of two are presented.

1. Upstream regulators – Growing vs Plateau contrast

| **Upstream Regulator** | **Fold Change** | **Molecule Type** | **Predicted Activation State** | **Activation z-score** | **p-value of overlap** |
| --- | --- | --- | --- | --- | --- |
| doxorubicin |  | chemical drug | Activated | 3,267 | 1.02E-05 |
| CD 437 |  | chemical drug | Activated | 3,051 | 3.67E-04 |
| CSF2 | 1.054 | cytokine | Activated | 2,913 | 4.13E-02 |
| phorbol myristate acetate |  | chemical drug | Activated | 2,884 | 8.23E-02 |
| SRF | 1.158 | transcription regulator | Activated | 2,747 | 4.96E-02 |
| STAT1 | 1.033 | transcription regulator | Activated | 2,607 | 1.43E-01 |
| NFkB (complex) |  | complex | Activated | 2,555 | 1.20E-01 |
| TP53 | -1.112 | transcription regulator | Activated | 2,486 | 2.34E-04 |
| topotecan |  | chemical drug | Activated | 2,449 | 2.15E-02 |
| TLR4 | 1.190 | transmembrane receptor | Activated | 2,423 | 1.73E-02 |
| Tgf beta |  | group | Activated | 2,395 | 4.15E-02 |
| IL6 | 1.052 | cytokine | Activated | 2,394 | 7.98E-03 |
| LDL |  | complex | Activated | 2,266 | 1.08E-03 |
| GnRH-A |  | chemical reagent | Activated | 2,19 | 1.71E-02 |
| TGFB3 | 1.279 | growth factor | Activated | 2,19 | 9.65E-03 |
| bleomycin |  | chemical drug | Activated | 2,156 | 1.25E-02 |
| TLR3 | -1.062 | transmembrane receptor | Activated | 2,155 | 9.09E-03 |
| calcitriol |  | chemical drug | Activated | 2,126 | 1.74E-02 |
| lipopolysaccharide |  | chemical drug | Activated | 2,117 | 2.06E-03 |
| TGFB1 | -1.035 | growth factor | Activated | 2,029 | 4.32E-04 |
| D-glucose |  | chemical - endogenous mammalian | Activated | 2,011 | 1.55E-02 |
| 17-alpha-ethinylestradiol |  | chemical drug | Activated | 2 | 1.82E-01 |
| IFNB1 | 1.010 | cytokine | Activated | 2 | 4.25E-01 |
| methylmercury |  | chemical toxicant | Inhibited | -2 | 4.65E-02 |
| ALDH1A2 | 1.017 | enzyme | Inhibited | -2 | 3.74E-03 |
| Immunoglobulin |  | complex | Inhibited | -2,076 | 8.16E-02 |
| Alpha catenin |  | group | Inhibited | -2,415 | 2.98E-02 |
| MYC | 2.431 | transcription regulator | Inhibited | -2,769 | 3.18E-04 |

1. Upstream regulators – Plateau vs Atretic contrast

How the deposited data were processed for this re-analysis (not part of the article)

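The samples were granulosa cells of bovine dominant follicles above 9 mm, 4 in the growing and 4 in the plateau phase. Their RNA was amplified, and 825 ng per dye was labelled and hybridized to EmbryoGENE bovine arrays, 8 arrays on 2 slides of 4. Each array compared a growing with a plateau follicle, and the dyes were exchanged between the slides. The intensity values of each spot and of its local background were deposited by the authors as the scanner gave them, without background correction or normalization, and the authors had excluded 12 to 30 spots per array by hand. The deposited series table holds log2 ratios of Cy5 over Cy3 that the authors had background-corrected and normalized. They were matched by plain background subtraction, loess and quantile normalization of the intensities (r = 0.999656 to 0.999911 per array, median absolute difference at most 0.000297), and they served as an alternative. The arrays of the atretic follicles were not among the files, so the contrasts that involve them were left out.

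Spot intensities (medians over pixels) were read for 45220 spots per array. They were corrected for the local background with normexp (offset 50), normalized by loess within arrays, with control spots and excluded spots given no weight, and by quantiles between arrays, with limma 3.58.1 in R 4.3.3. Excluded spots and control spots were then left out, which kept 43794 probes. A gene symbol from the array's annotation was given to 21790 probes on 15216 symbols, 1524 of them after a synonym was replaced by its current symbol, and 22004 probes stayed unnamed. A probe counted as above background on an array when its intensity was above the mean + 2 SD of the 757 negative and dark spots. Between 56.6% and 66.3% of probes in Cy5 and between 59.5% and 79.1% in Cy3 were above it. The number of arrays limits the precision.

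Ratios were turned so that positive values are higher in plateau follicles. Arrays at the same position of the 2 slides were taken as the dye-swap arrays of a follicle pair. This was checked by the correlation of each array's deviations from its slide's mean across genes, which was 0.87 to 0.94 for the same position and -0.47 to -0.14 otherwise. The 2 arrays of a pair were averaged, giving n = 4 pairs, and the averages were tested against 0 with lmFit and eBayes, adjusted over all probes by Benjamini-Hochberg. The study's criterion was applied as a fold change above 1.5 either way, an unadjusted p under 0.05 and a mean log2 intensity of at least 7.

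For gene lists, each gene was represented by the probe with the highest mean intensity, and 23 lists were tested with camera (preset correlation 0.01, and again with an estimated correlation) and fry, adjusted over the lists. The lists covered mitosis, DNA replication, granulosa identity and oestradiol synthesis, progesterone synthesis and cholesterol delivery, cholesterol synthesis, fatty acid handling and lipid transport, the LH surge response, immediate early genes, apoptosis, cell survival, the inflammatory response, oxidative stress and glutathione, protein folding and secretion in the endoplasmic reticulum, the extracellular matrix, TGF-beta signalling, cell adhesion and junctions, angiogenesis, and markers of theca cells, endothelial cells, smooth muscle cells and fibroblasts, leukocytes, red blood cells and the oocyte. Lists taken from the paper (the qRT-PCR genes, and the genes joined to IL6 or alpha catenin) were described and not tested, since they come from the study's own analysis of these samples. For the qRT-PCR genes the paper states no rule beyond its fold change and p-value cut for genes to investigate. The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined, apart from 3 added alternatives and the tests that the closing section names as chosen later. The rule named the genes that the paper names (their printed fold changes had been seen), the 12 genes of each direction with the largest change among probes with a symbol, a mean log2 intensity of at least 7, the same direction in all pairs and an adjusted p under 0.05, or, where fewer passed, the study's criterion, and up to 4 members per list at the criterion. No probe passed the adjusted p, so the criterion chose all of them. Of the 25 qRT-PCR genes, 23 could be named on the array. Genes named outside the rule are marked in the text as chosen after their values were seen.

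The share of variance between the stages was computed on 8 follicle profiles, each the mean of a follicle's Cy3 and Cy5 values, and tested over the 35 splits of the follicles into groups of 4. The spread of 6 genes within each stage was tested over the same splits. Counts of probes were compared with those of the 8 ways to turn the pairs.

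The tests were also tested on simulated data with 100 probes changed by a log2 ratio of 1 and 100 by 2. Of the former, 81% met the study's criterion and 1% passed an adjusted p of 0.05; of the latter, 98% and 43%. Of the probes left unchanged in the simulation, 1.95% met the criterion. With the 8 arrays taken as independent, 75% and 94% passed the adjusted p, as did 1.75% of the unchanged probes. The simulation drew each probe on its own, without the correlation between genes in the data. It changed only probes with a mean log2 intensity of at least 8. In the data 1 of 43794 probes passed with 8 independent arrays, a far lower share than among the unchanged simulated probes. The simulated shares therefore do not give the power of the real arrays.

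The alternatives were plain background subtraction or none, no between-array normalization, Aquantile, median centring, 8 independent arrays, the follicle pair as a random block with a dye term, each slide alone, separate channels, leaving out each pair, no minimal intensity or a minimum of 8, testing only probes with a mean log2 intensity of at least 7, eBayes with a variance trend over mean log2 intensity and robust estimation, the deposited ratios, a fold change of 2, counts of gene symbols and the mean over a gene's probes. With the random block, lists were tested with the pre-ranked form of camera on z-transformed t values. Added after the data were seen were the mean pixel values of spots, and 8 independent arrays with plain background subtraction or with the deposited ratios.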

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

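The tests of both patterns and the comparisons with other splits were chosen after the results were seen. Among the 4 follicle pairs, a single pair stood apart from the others for 3 genes. BUB1 had a log2 ratio of 1.54 in pair 1, TRIB2 -6.58 in pair 3 and TLR4 0.91 in pair 3. Of 82 groups of 4 values tested in this way, 3 had such a pair, and chance gives about 4.1.

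The first pattern is that pair 1 ran against other pairs: the medians of the mitosis and protein folding lists, 1.02 and 0.61, were higher in its plateau follicle and lower in that of each other pair, those of cholesterol synthesis, granulosa identity and progesterone synthesis, 1.87, 1.59 and 1.09, set it against pairs 2 and 3 (0.11, 0.15 and 0.03 in pair 4), and that of smooth muscle and fibroblast markers, -0.49, against pairs 3 and 4 (-0.06 in pair 2). A fault of an array or dye is argued against by the ratios of the dye-swap arrays of pair 1, which correlated at r = 0.76 across genes, so that an exchange of RNA would have to be present on both slides. Of the 1538 probes that met the study's criterion in pairs 2 to 4, 81.1% went the other way in pair 1, a share that neither shows nor rules out an exchange of its growing and plateau RNA, and the same share was 76.6%, 63.7% and 50.6% for pairs 2, 3 and 4. The genes of the paper's qRT-PCR do not decide on an exchange: of those it found to differ between the stages, TYRO3 and JAM2 (0.85 and -0.29 in pair 1) went with the other pairs and VNN1 (-6.21) against them, and of those that tended to differ, STAR and BMP4 (1.44 and 1.53) went with the other pairs, NR4A1, RARRES1 and MT2A (-1.19, -0.03 and 0.07) against them, and APOA1 (1.31) with pairs 3 and 4. A difference between animals or follicles stays open and was not tested.

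The second pattern is that the plateau follicle of pair 3 had low granulosa genes and high matrix genes. A lower share of granulosa cells, with the other cell types in unchanged proportions, would move markers of the other types together. In this pair they moved apart. The median ratio of 11 smooth muscle and fibroblast markers lay 2.02 above that of 9 theca markers, 8 of which were lower (exact permutation test over 167960 regroupings of the markers, two-sided, p = 0.013). This p takes correlated markers of 1 follicle pair as replicates and measures no spread between follicles, so it does not exclude a lower share. Smooth muscle cells or fibroblasts of the follicle wall in this sample may contribute, as a hypothesis. The median of their markers was 1.66, with 9 of 11 higher and 2 lower, and the 8 above background on both arrays of either follicle of the pair were all higher, among them CNN1, LUM, DCN and ACTA2 with ratios of 5.89, 4.35, 3.93 and 3.01, while MYH11 had -0.69. Granulosa cells that themselves express such genes stay open and were not tested.

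With 8 ways to turn the pairs, the splits are too few for a share under 0.05. The study's criterion gave 297 probes for the real assignment and at most 1853 for another, and 7 of the 8 ways gave as many; an adjusted p under 0.05 gave 0 and 0, in 8 of 8 ways. With 8 arrays as independent the counts were 714 and at most 2690, with 7 of 8 ways as large, and camera called 5 lists and at most 10, with 6 of 8 ways as large. The highest counts came from turning pair 1 alone, several times the real count for probes and 10 against 5 for lists. This restates that pair 1 ran against other pairs, and it is the highest of only 8 ways. It cannot tell a structure of the samples that the stage labels do not follow from an exchange in pair 1, left open above, or from chance. With separate channels, 305 probes met the criterion, 26 of the 35 splits of the 8 follicles gave as many, and the highest other split gave 2806, so chance is not excluded. Among the 8 splits that part every pair, as the real split does, 7 gave as many and the highest gave 1565. Among the 27 others, 19 gave as many; the highest set the growing follicles of pairs 1 and 2 and the plateau follicles of pairs 2 and 3 against the rest, with 332 probes at an adjusted p under 0.05.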

How the results depend on the processing

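The settings with mean pixel values, and with 8 independent arrays on subtracted or deposited ratios, were chosen after the data were seen. The count of probes at the study's criterion, 297, stayed between 253 and 316 with other background corrections, normalizations, intensity minimums, separate channels, the deposited ratios, and a variance trend with robust estimation; list tests were not run under that trend. It was 714 with 8 independent arrays, 743 and 741 with these and subtracted or deposited ratios, and 673 with the follicle pair as a random block (correlation 0.62) and a dye term. It was 1049 on the first slide alone and 851 on the second, 112 with mean pixel values, 33 at a fold change of 2, since fewer probes reach it, and 157 as gene symbols, since fewer items are counted. Leaving out a pair gave 338 to 1538, with 1538 without pair 1, 807 without pair 2 and 419 without pair 3. An adjusted p under 0.05 in limma was reached by 0 probes (1152 at an unadjusted p under 0.05) and by 1, CNKSR3, with 8 independent arrays, also with subtracted or deposited ratios; leaving out a pair or taking the pair as a block gave 0. Of 23 lists, 5 were called, 8 with 8 independent arrays, also with subtracted or deposited ratios, and 2 on the first slide. With the pair as a block and a dye term 9 were called, by the pre-ranked form of camera. Leaving out a pair gave 1 to 10, with 10 without pair 1 and 1 without pair 2 or pair 3. With an estimated correlation camera called none leaving out a pair (lowest adjusted p = 0.619). The share of criterion probes that were higher in plateau, 44.1%, ranged from 41.4% to 56.1% leaving out a pair, with 56.1% without pair 3. The mean of the cholesterol synthesis list turned to 0.12 without pair 2 (-0.99 to 0.12 leaving out a pair), and that of the extracellular matrix to -0.03 without pair 3 (-0.03 to 0.84). Apart from the fold change and symbol counts, the cause was not tested. Of 1764 alternatives of 84 named genes, 72 had the opposite sign, 42 of them leaving out a pair, and 3 passed an adjusted p of 0.05. Settings that change only the test, such as 8 independent arrays, leave a gene's mean ratio as it is, so this share understates the changes. Of the 84 genes, 30 had the opposite sign in at least 1 setting that leaves out a pair, and 19 in at least 1 other setting. A gene whose rounded ratio is 0.00, such as CD36, counts here as turned by any other value. Of 460 alternatives of lists, 19 had a mean on the other side of 0, 15 of them leaving out a pair: progesterone synthesis (-0.17), fatty acids (-0.08) and apoptosis (0.09) without pair 1, cholesterol synthesis, adhesion (0.25) and angiogenesis (-0.10) without pair 2, the matrix, granulosa identity (0.38), LH surge (-0.21), survival (-0.03), inflammation (-0.02), theca (0.14) and smooth muscle and fibroblast markers (-0.08) without pair 3, and mitosis (0.06) and DNA replication (0.10) without pair 4. The variance share between stages, 9.39%, was 9.32% to 11.1% with other channels or no background correction and 11.7% to 20.3% leaving out a pair, where 6 follicles raise the share of a median split to 18.2% to 20%. In a single channel, stage and slide coincide. Signal over background limits the low end: 2618 probes were above background on no array, none of them among the 297, and 233 of the 297 were above it on every array in both channels.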

Differences from the paper's values

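The paper reports 761 differentially expressed genes between growing and plateau follicles, and 297 probes met the same criterion here (157 gene symbols). The numbers the paper gives for genes specific to this transition and for genes shared with the next add up to fewer than 761; the values here are set against 761. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with 8 arrays as independent (714), with the follicle pair as a random block and a dye term (673), on the first slide (1049) or the second slide (851) alone, and without pair 2 (807). It was not with plain background subtraction (313), no background correction (253), no between-array normalization (277), Aquantile (277), median centring (316), separate channels (305), without pair 1 (1538), pair 3 (419) or pair 4 (338), no minimal intensity (297), a minimum of 8 (285), only probes with a mean log2 intensity of at least 7 tested (297), a variance trend with robust estimation (254), the deposited ratios (313) or a fold change of 2 (33). It was 743 with 8 independent arrays and plain background subtraction and 741 with these and the deposited ratios, both chosen after seeing the values; how many of the paper's genes these leave out is unknown, since the paper's list is not among the files. With mean pixel values, also chosen after seeing the values, it was 112.

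The paper counts fewer probes targeting a transcript on the array than the 43794 that are not control spots and were tested here. The paper separates growing from plateau follicles in its between group analysis, which also held the atretic follicles. Here the stages held 9.39% of the variance, and 29 of 35 splits gave as much. The paper's analysis places the groups along axes from Cy3 data, while the value here is a share of the total variance over both dyes. These are unlike measures, and neither decides on the other. Figure 3 draws CD36 slightly up in the plateau phase on the arrays, where the ratio was 0.00 ± 0.22 (SD, n = 4). It also draws PRC1 slightly up, and the mean ratio of PRC1 had that direction, at 0.17 ± 2.08 (SD, n = 4), although PRC1 was lower in 3 of 4 pairs. The other 10 genes of that figure also had a mean ratio in the direction the figure draws, among them JAM2, TYRO3 and VNN1 at -1.60, 1.77 and 1.72. The 8 regulators compared had the sign that the paper prints. The paper describes increased lipid metabolism and steroid synthesis in the plateau phase. Of 19 cholesterol synthesis genes 18 were lower here (mean 0.12 without pair 2), and of 25 genes of fatty acid handling and lipid transport 13 were higher and 12 lower, while 7 of 10 genes of progesterone synthesis were higher (mean -0.17 without pair 1), among them STAR, which met the criterion. The paper describes a clear rise of apoptosis in that phase, where 10 of 22 apoptosis genes were higher here and 12 lower. Of 29 inflammatory genes 21 were higher, the direction the paper gives for inflammation, but the mean of that list turned to -0.02 without pair 3. The paper's functions rest on z-scores that weigh its changed genes by their documented effect. The counts here take every gene of a fixed list alike, so the measures differ and neither decides on the other.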

Other observations

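The comparisons in this part were planned, while the examples from the plateau follicle of pair 3 and the correlations between pairs were chosen after their values were seen. Markers of theca, endothelial and red blood cells and of the oocyte went both ways between growing and plateau follicles. Of 9 theca markers, 2 were higher and 7 lower in plateau follicles (mean log2 ratio -0.10, adjusted p = 0.46 from camera), and without pair 4 the list was called with the preset correlation (mean -0.26, adjusted p = 0.0302) and not with an estimated correlation (adjusted p = 0.82), while without pair 3 its mean was 0.14. Of 13 endothelial markers, 7 were higher and 6 lower (mean -0.05, adjusted p = 0.83), of 9 red blood cell markers 5 and 4 (mean 0.04, adjusted p = 0.45), and of 12 oocyte markers 5 and 7 (mean -0.04, adjusted p = 0.46). CYP17A1, the enzyme that theca cells use to make androgens, had -0.28 ± 0.93 (SD, n = 4 pairs). With an estimated correlation the adjusted p was 0.886 for the endothelial and 0.867 for the other lists.

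In the plateau follicle of pair 3, genes of granulosa function were far lower than in its growing partner: INHBB, FST, INHBA and AMH, which encode inhibin subunits, follistatin and anti-Mullerian hormone, had log2 ratios of -5.92, -5.19, -4.49 and -4.34, while the nuclear receptor NR5A2 had 0.53. The theca markers TCF21, PTCH1 and NR2F2 had -2.82, -1.52 and -0.36 in the same pair, and the leukocyte markers TYROBP, CD53 and CD68 had 3.44, 2.15 and 2.12.

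Of the genes that the paper names as more variable in plateau follicles by qRT-PCR, 6 could be named here. The paper sets that spread against both growing and atretic follicles. Here the SD of the log2 array level over 4 follicles was, for each gene, higher in the plateau than in the growing phase. For CYP19A1 the paper also reports no difference in mean or variance between stages. The log2 SDs of CYP19A1 here were 3.42 in growing and 4.17 in plateau follicles. The ratio of SDs was 2.48 for RARRES1, 1.97 for STAR, 1.66 for TRIB2, 1.63 for BMP4, 1.22 for CYP19A1 and 1.20 for APOA1, with a mean ratio of 1.64 (exact permutation test over 35 splits, two-sided, p = 0.171, where 0.0286 is the smallest possible). The mean ratio was 2.86 without pair 2 and 1.35 without pair 3. These array follicles are part of those the study measured by qRT-PCR. The reference genes EIF2B2 and SF3A1 had log2 ratios of 0.04 ± 0.46 (SD, n = 4) and 0.05 ± 0.24 (SD, n = 4).

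Across genes, the log2 ratios of pair 1 correlated at r = -0.44, -0.25 and -0.12 with those of pairs 2, 3 and 4, those of pair 2 at r = -0.02 and 0.07 with pairs 3 and 4, and those of pair 3 at r = 0.12 with pair 4.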
